# Transcriptome analysis of the brown rot fungus *Gloeophyllum trabeum* during lignocellulose degradation

**DOI:** 10.1371/journal.pone.0243984

**Published:** 2020-12-14

**Authors:** Kiwamu Umezawa, Mai Niikura, Yuka Kojima, Barry Goodell, Makoto Yoshida

## Abstract

Brown rot fungi have great potential in biorefinery wood conversion systems because they are the primary wood decomposers in coniferous forests and have an efficient lignocellulose degrading system. Their initial wood degradation mechanism is thought to consist of an oxidative radical-based system that acts sequentially with an enzymatic saccharification system, but the complete molecular mechanism of this system has not yet been elucidated. Some studies have shown that wood degradation mechanisms of brown rot fungi have diversity in their substrate selectivity. *Gloeophyllum trabeum*, one of the most studied brown rot species, has broad substrate selectivity and even can degrade some grasses. However, the basis for this broad substrate specificity is poorly understood. In this study, we performed RNA-seq analyses on *G*. *trabeum* grown on media containing glucose, cellulose, or Japanese cedar (*Cryptomeria japonica*) as the sole carbon source. Comparison to the gene expression on glucose, 1,129 genes were upregulated on cellulose and 1,516 genes were upregulated on cedar. Carbohydrate Active enZyme (CAZyme) genes upregulated on cellulose and cedar media by *G*. *trabeum* included glycoside hyrolase family 12 (GH12), GH131, carbohydrate esterase family 1 (CE1), auxiliary activities family 3 subfamily 1 (AA3_1), AA3_2, AA3_4 and AA9, which is a newly reported expression pattern for brown rot fungi. The upregulation of both terpene synthase and cytochrome P450 genes on cedar media suggests the potential importance of these gene products in the production of secondary metabolites associated with the chelator-mediated Fenton reaction. These results provide new insights into the inherent wood degradation mechanism of *G*. *trabeum* and the diversity of brown rot mechanisms.

## Introduction

Brown rot Basidiomycota are the dominant wood decay fungi in northern coniferous forests and they are also the primary cause of decay failure in wooden structures. Because of their ability to deconstruct woody biomass in a unique manner, they have attracted attention for use by biorefineries for the generation of bio-based fuels and chemicals.

Brown rot fungi degrade plant cell wall polysaccharides such as cellulose and hemicelluloses, but do not metabolize lignin, although they extensively depolymerize and modify it [1]. It has been reported by several groups that brown rot fungi use a two-step process where an incipient oxidative radical system opens the lignocellulose structure followed by an enzymatic saccharification system using Carbohydrate-Active enZymes (CAZymes) [2–4]. The brown rot fungi lack class II peroxidases, which are essential enzymes for lignin metabolism, and fewer glycoside hydrolases (GHs) are involved in cellulose degradation compared to white rot fungi [5,6]. Most brown rot fungi also lack cellobiohydrolases and cellobiose dehydrogenases, which are known to play critical roles in crystalline cellulose degradation in other filamentous fungi [7]. They, however, possess endoglucanases, β-glucosidases, and lytic polysaccharide monooxygenases, which work as cellulose degrading enzymes [6,8].

The incipient oxidative system, known as the chelator-mediated Fenton (CMF) reaction [9,10], triggers the formation of hydroxyl radicals (·OH) which attack the wood cell wall associated at sites where iron-binding occurs. Prior research suggests that the structure of wood cell walls is opened by CMF action to allow subsequent enhanced action by enzymes [11]. In the CMF reaction, iron will be reduced inside cell walls by low molecular weight (LMW) hydroquinones and related metabolites produced by the fungus. Quinone reductases, Fe^3+^-reducing glycopeptides, and hemoproteins belonging to the Auxiliary Activities family 8 (AA8) have been proposed to produce Fe^2+^ by reduction of Fe^3+^ [12–14], but these hypotheses for the generation of reduced iron is still under discussion because the enzyme (or large proteins or peptide complexes) would need to be active deep within plant cell walls. Because these enzymes and larger peptide complexes are too large to penetrate the dense nanostructure of the intact lignified plant cell wall, enzymatic action deep within wood cell walls is not possible. Iron reduction by low molecular weight hydroquinones and similar phenolic iron reductants secreted by the fungus as described in the CMF mechanism [2], or even by lignin fragments on nanosurfaces within the cell wall [15], is a more likely source for reduced iron required within the plant cell wall. In the CMF reaction, H_2_O_2_ is proposed to be produced by both by LMW compounds within the wood cell wall, and extracellular enzymes [2]. Alcohol oxidases and copper radical oxidases are some of the enzymes proposed to be implicated in this H_2_O_2_ production [16,17], but considering the reactivity of H_2_O_2_, a source of H_2_O_2_ that was produced within plant cell walls, as opposed to an enzymatic source produced near the hyphae, would be more efficient. The prominent pathway for the generation of H_2_O_2_ in brown rot fungi has been described as iron-dependent hydroquinone autoxidation during decay [18]. Such non-enzymatic pathways for the generation of H_2_O_2_ in other systems containing phenolic compounds are well known [19,20]. After action by the CMF mechanism to open the structure of the wood cell wall, enzymatic saccharification system then occurs to depolymerize polysaccharides, ultimately to monosaccharides.

Brown rot fungi have generally been considered as gymnosperm specialists. Recently, however, Krah et al. [21] suggested that different brown rot fungi may show different substrate selectivity among the phyla. The brown rot Polyporales, for example, have been considered to be generalists regarding their ability to attack both gymnosperms and angiosperms, whereas the Gloeophyllales and Boletales have been considered as primarily gymnosperm specialists. Some Gloeophyllales species, however, such as *Gloeophyllum trabeum*, are able to degrade some grass substrates while some Antrodia clade fungi degrade grasses inefficiently [22,23]. Presley et al. [24] also demonstrated different hemicellulase activities between two representative brown rot fungi, with higher xylanase activity in *G*. *trabeum* and higher mannanase activity in *Serpula lacrymans*. These facts suggest that brown rot fungi from different orders and clades may have different wood degradation mechanisms and, as such, distinctions in sub-types of brown rot degradation may become more apparent as we learn more about the mechanisms these fungi employ. Transcriptomic analysis can help clarify the basis for the different plant assimilation properties. Therefore, in this study, we performed RNA-seq analysis of *G*. *trabeum* grown on media containing glucose, cellulose, or conifer wood (*Cryptomeria japonica*; Japanese cedar) as the sole carbon source to clarify the details of gene expression during lignocellulose degradation. This research represents the first transcriptomic analysis of *G*. *trabeum*, comparing gene expression of this fungus when grown on different substrates.

## Materials and methods

### Culture conditions

*Gloeophyllum trabeum* strain NBRC 6430 was maintained on potato dextrose agar (Nihon Pharmaceutical Co., Japan) at 26°C. Agar plugs covered with mycelium were transferred to 500 ml Erlenmeyer flasks containing 200 ml Highley’s medium (2 g NH_4_NO_3_, 2 g KH_2_PO_4_, 0.5 g MgSO_4_·7H_2_O, 0.036 mg CuSO_4_·5H_2_O, ZnSO_4_·7H_2_O, FeSO_4_·7H_2_O, 0.1 g CaCl_2_·2H_2_O, 0.31 mg MnCl_2_·4H_2_O, 0.018 mg (NH_4_)_6_Mo_7_O_24_·4H_2_O, 0.57 mg H_3_BO_4_, 1 g thiamin hydrochloride per liter H_2_O) supplemented with 0.5% glucose, microcrystalline cellulose (Avicel; Merck, Germany), or *Cryptomeria japonica* (Japanese cedar) as the sole carbon source [25]. It is recognized that the addition of iron and other transition metals in media will repress the expression of LMW iron-binding metabolites; however, in this work, our focus was on enzyme expression. Cellulose and cedar wood flour were nanofibrillated by aqueous counter collision treatment using an ejection pressure of 200 MPa with 60 cycle repetition times. *G*. *trabeum* typically grows better in stationary culture or in bioreactors with high surface area to allow the mycelial immobilization, in our research the fungus was cultivated in flasks on a rotary shaker (160 rpm) at 27°C for 3 days (glucose) or 5 days (cellulose and cedar) causing them to form spherical mycelial “balls” during growth. The cultivation periods were determined based on the growth rate of mycelium in each carbon source. After cultivation, mycelia were collected by filtration, then immediately frozen and stored at -80°C for subsequent RNA-seq analysis.

### RNA extraction and sequencing

Total RNA was isolated from frozen samples using a RNeasy Plant Mini Kit (Qiagen, Germany). RNA concentration and quality were determined using TapeStation (Agilent Technologies, CA, USA). The RNA integrity numbers (RIN) for each sample were determined and RIN > 9 were used for RNA sequencing. Strand-specific cDNA libraries for RNA-seq were constructed using a TruSeq Stranded mRNA Library Prep Kit (Illumina, CA, USA) using *G*. *trabeum* samples grown on the three carbon sources (above) with three biological replicates. These libraries were sequenced by HiSeq2000 (Illumina, CA, USA) with 2 × 100 bp paired-end readings. The construction of cDNA libraries and the subsequent RNA-seq was carried out using a custom service (Eurofins Genomics, Japan).

### RNA-seq analysis

The raw reads were trimmed and filtered to remove low-quality bases using FaQCs v 1.34 with a minimum phred quality score of 20 and a minimum length of 50 bp [26]. Clean reads were used to pseudoalign to the filtered models' sequences obtained by JGI (https://genome.jgi.doe.gov/ Glotr1_1), using Kallisto v. 0.44.0 (option—bias—rf-stranded -b 100) [27]. Kallisto output was used as input for Sleuth v. 0.29.0 to estimate normalized transcripts per million (TPM) and perform differentially expressed gene (DEG) analyses [27]. Genes with q-value < 0.01 by likelihood-ratio tests (LRTs) and fold change ≥ 2 were taken as DEGs. The cluster dendrogram was generated in R using plot(hclust(dist(x))) with the average linkage method for clustering and Spearman's correlation as the distance metric. CAZymes were predicted using dbCAN, the automated CAZyme prediction program [28]. For the carbohydrate esterase family 1 (CE1) gene, other esterase genes were annotated as CE1 genes. Therefore, these annotations were removed manually. In addition, CE10 family annotations were removed because the CAZy database has withdrawn this families’ annotations. All raw fastq files were deposited in the GEO (Gene Expression Omnibus) database (accession number GSE 155681).

## Results

### Sequencing statistics and cluster dendrogram for RNA-seq samples

A total of 9 RNA libraries were sequenced with the number of reads ranging from 14.3–24.8 million paired-end reads (S1 Table). 95.9–97.7% of the reads passed the quality control and 61.3–78.1% of the clean reads were pseudoaligned to the reference transcripts (S1 Table). 

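The values used were the normalized TPM that the authors deposited, 1 value for each gene model and library, from 3 libraries each of cultures on glucose, cellulose and cedar. Kallisto assigns reads to transcripts by pseudoalignment, TPM is an abundance corrected for transcript length, and Sleuth rescaled the TPM between the libraries. The paper's S1 Table gives between 10054610 and 15893094 pseudoaligned paired-end reads for each library, with medians of 10305832 on glucose, 12812884 on cellulose and 15079412 on cedar. The deposited values carry no read counts, so the depth behind the value of a single gene is unknown. Their sum was 734489 ± 49504 TPM (SD, n = 3) on glucose, 1642271 ± 58748 on cellulose and 835679 ± 108964 on cedar. The 10 gene models with the highest TPM held 39.9% ± 4.78 (SD, n = 3) of this sum on glucose, 62.1% ± 4.29 on cellulose and 53.3% ± 3.78 on cedar. The glucose cultures were harvested after 3 days and the cellulose and cedar cultures after 5 days, so the carbon source and the culture time differed together. Each pair of carbon sources was compared on log2(TPM + 0.5) with limma's moderated test, with a mean-variance trend, over the gene models with at least 0.1 TPM in at least 3 of the 6 libraries compared. Genes were taken as upregulated or downregulated at a Benjamini-Hochberg adjusted p under 0.01 together with a ratio of mean TPM of at least 2 or at most 0.5. Sleuth's likelihood-ratio test could not be repeated, since it needs estimated counts and bootstrap samples. Ratios are those of the mean TPM, and log2 fold changes, which include the added 0.5, are those of the fit. Differences were tested two-sided.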

Hierarchical clustering analysis was carried out to assess the relatedness of *G*. *trabeum* fungal growth on the three different carbon source samples, glucose, cellulose, and Japanese cedar (Fig 1). 

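Spearman correlations were calculated across the 11846 gene models for every pair of libraries. Gene models are not independent replicates, so these coefficients carry no p. The 3 pairs of glucose libraries had coefficients from 0.986 to 0.994, the 3 pairs of cellulose libraries from 0.969 to 0.985, and the 3 pairs of cedar libraries from 0.979 to 0.995. Over the gene models with a TPM of at least 1 in at least 3 of the 9 libraries, which moved the lowest of these most, it was 0.952. Without cellulose replicate 3, the lowest coefficient was 0.979.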

The replicates for all three of the conditions were highly reproducible. The expression profiles of cellulose- and cedar-cultured fungi were closely correlated, while the glucose-cultured fungi clustered distantly. This suggested that both cellulose and cedar wood triggered the induction of a unique plant cell wall degrading system in *G*. *trabeum*.

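The 9 pairs of a cellulose and a cedar library had Spearman coefficients from 0.924 to 0.942, with a mean of 0.933 ± 0.00578 (SD). Between glucose and cellulose libraries the mean was 0.865 ± 0.00516, and between glucose and cedar libraries 0.839 ± 0.00288. The highest of these coefficients was below the lowest between replicates. With average linkage on the distance of 1 minus the coefficient, the cellulose and cedar libraries joined at a height of 0.0672 and the glucose libraries joined them at 0.148. The mean distance between carbon sources was larger than that between replicates by 0.104, which none of the 280 ways to split the 9 libraries into 3 groups of 3 exceeded (exact permutation test, one-sided, p = 0.00357, the smallest that 280 splits allow). A filter of at least 1 TPM moved the means most, to 0.892 for cellulose and cedar, 0.780 for glucose and cellulose and 0.734 for glucose and cedar. The heights with that filter were 0.108 and 0.243. The 3-day and 5-day cultures part in the same way as glucose and the other carbon sources do. From this clustering, the paper proposes that cellulose and cedar wood each triggered a plant cell wall degrading system of the fungus.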

**Fig 1:**
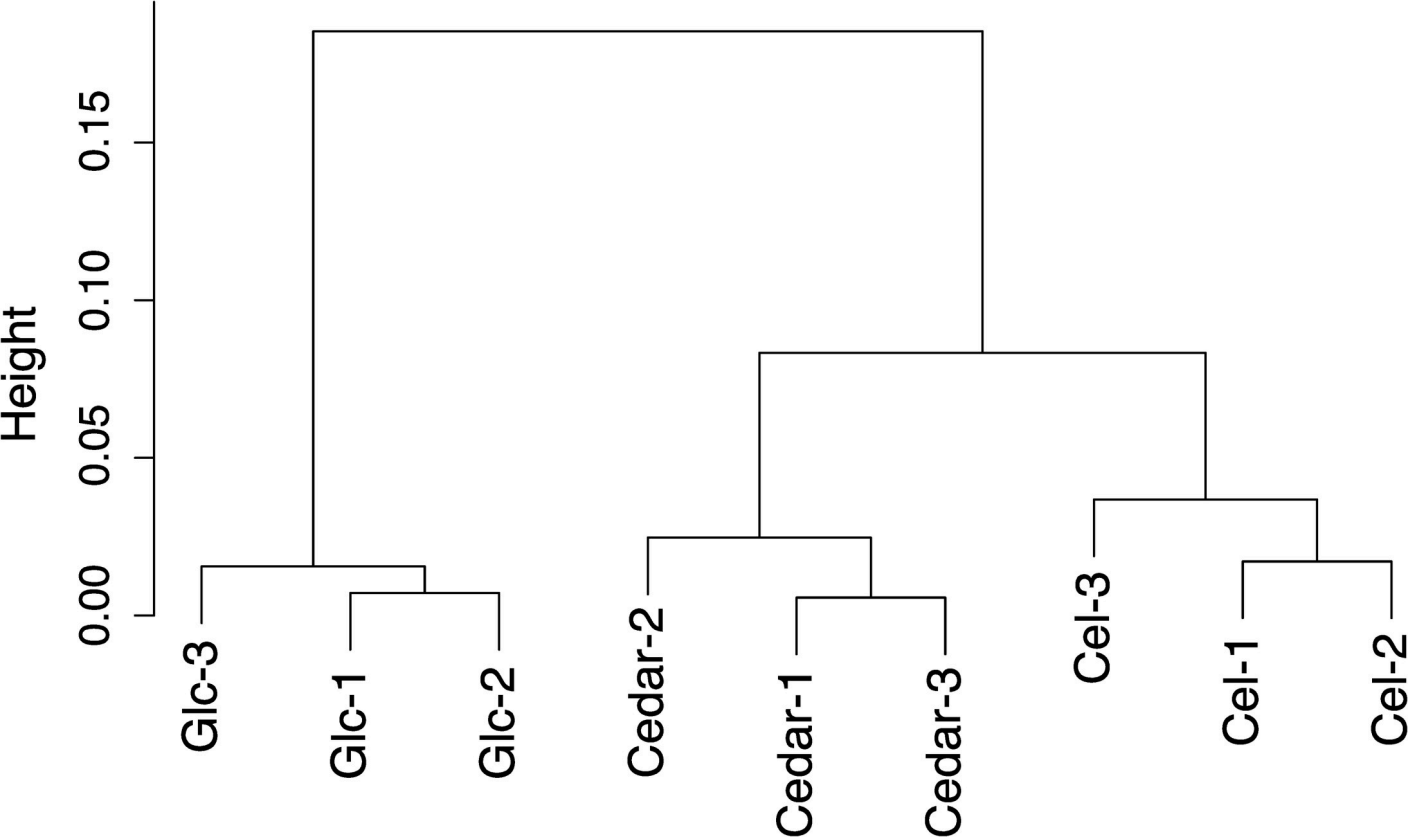
Cluster dendrogram of the entire gene expression data set. Spearman's correlation values were converted into distance coefficients to define the height of the dendrogram.

### Identification of differentially expressed genes

We compared the transcriptomic data between glucose, cellulose, and cedar samples to assess differential gene expression. Of the 11846 JGI *G*. *trabeum* gene models, 1,129 and 1,516 genes, respectively, were determined to be upregulated (q < 0.01, fold change ≥ 2) when grown on cellulose and cedar relative to glucose (Fig 2A). 

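On cellulose, 1093 of the 10501 gene models tested were upregulated, and 3414 passed the threshold on the adjusted p in either direction at any fold change. On cedar, 1601 of 10555 were upregulated and 5226 passed that threshold. In every upregulated gene, each of the 3 libraries on the substrate was above each of the 3 glucose libraries. Among all gene models tested, the groups did not overlap in 62.7% on cellulose and 71.4% on cedar, against the 10% that chance gives with 3 libraries against 3. The median ratio of the upregulated genes was 3.50 on cellulose and 3.16 on cedar, and the ratio was over 100 in 31 and 27 genes. Among the upregulated genes, 2 on cellulose and 5 on cedar were listed at 0 in every glucose library and have no ratio. The largest log2 fold changes were 11.73 (standard error 0.442, adjusted p = 8.70e-06) for Glotr_130898 on cellulose and 10.30 (standard error 0.365, adjusted p = 1.48e-06) for Glotr_126265 on cedar. The median log2 fold change of all gene models tested was -0.09 on cellulose and 0.04 on cedar. With each library rescaled to the same total TPM, these medians shifted to -1.09 and -0.12, and 353 genes on cellulose and 1322 on cedar were upregulated. The genes on cellulose are thereby lowered relative to glucose as a whole. With median-of-ratios scaling the median on cellulose was -0.02 and 1204 genes were upregulated. With quantile normalization these were 0.05 and 1218, so both stayed near the deposited values. Which scaling is right is not known, so the fold changes of single genes on cellulose given here depend on the scaling chosen. With 1 library left out in turn, the number on cellulose ran from 798 without glucose replicate 2 to 1254 without cellulose replicate 3, and that on cedar from 1413 to 1683.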

The upregulated genes overlap considerably, and 716 genes were shared in these samples. Conversely, 1,329 and 1,680 genes, respectively, were downregulated when the fungus was grown on cellulose and cedar relative to glucose (Fig 2B). Of these downregulated genes, 850 were consistently downregulated when the fungus was grown on either cellulose or cedar media.

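In all, 721 genes were upregulated on both substrates. Since both comparisons use the same glucose libraries, they share chance variation, which was measured on simulated data. With no change on either substrate, 20 simulated data sets had 0 shared upregulated genes. The test calls few unchanged genes at all, so this 0 cannot show what the shared libraries add where genes do change. With the changes on cedar shuffled among genes of like expression on glucose, 20 data sets had a mean of 177.15 shared genes and at most 207. Across gene models, the log2 fold changes on the 2 substrates had a correlation of 0.789, against 0.497 in the simulation with no change and 0.0697 in the shuffled one. They had the same sign in 70.1% of gene models, against 66.7% and 50.1%. Rescaled to the same total TPM, the libraries gave 314 shared genes, and with 1 library left out in turn 549 to 770.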

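The number of downregulated genes was 1463 on cellulose and 1660 on cedar. Upregulated genes made up 42.8% of the genes past both thresholds on cellulose and 49.1% on cedar. The ratio of mean TPM was under 0.1 in 302 genes on cellulose and 300 on cedar, and under 0.01 in 58 and 55. By the log2 fold change of the fit, which includes the added 0.5, the largest falls on both substrates were those of Glotr_127937, whose mean TPM was 12712 ± 2278 (SD, n = 3) on glucose, 8.90 ± 2.18 on cellulose and 6.90 ± 2.31 on cedar, and Glotr_137908, with 1068 ± 267 on glucose, 0.331 ± 0.0338 on cellulose and 0.385 ± 0.140 on cedar. Their log2 fold changes were -10.41 (adjusted p = 2.09e-06) and -10.30 (adjusted p = 9.26e-07) on cellulose, and -10.79 (adjusted p = 3.97e-07) and -10.22 (adjusted p = 1.98e-07) on cedar. With the same total TPM for each library, 5932 genes were downregulated on cellulose and 2011 on cedar, and upregulated genes made up 5.62% and 39.7% of those past both thresholds. Leaving out 1 library at a time gave 1011 to 1499 genes on cellulose and 1519 to 1631 on cedar.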

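Of the downregulated genes, 885 were shared between cellulose and cedar. Among the simulated data sets, those with no change on either substrate had 0 shared downregulated genes, which is as limited as for the upregulated genes. Those with shuffled changes on cedar had a mean of 285.6 and at most 324. The shared number was 1828 with the same total TPM for each library and 653 to 905 with each library left out in turn.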

**Fig 2:**
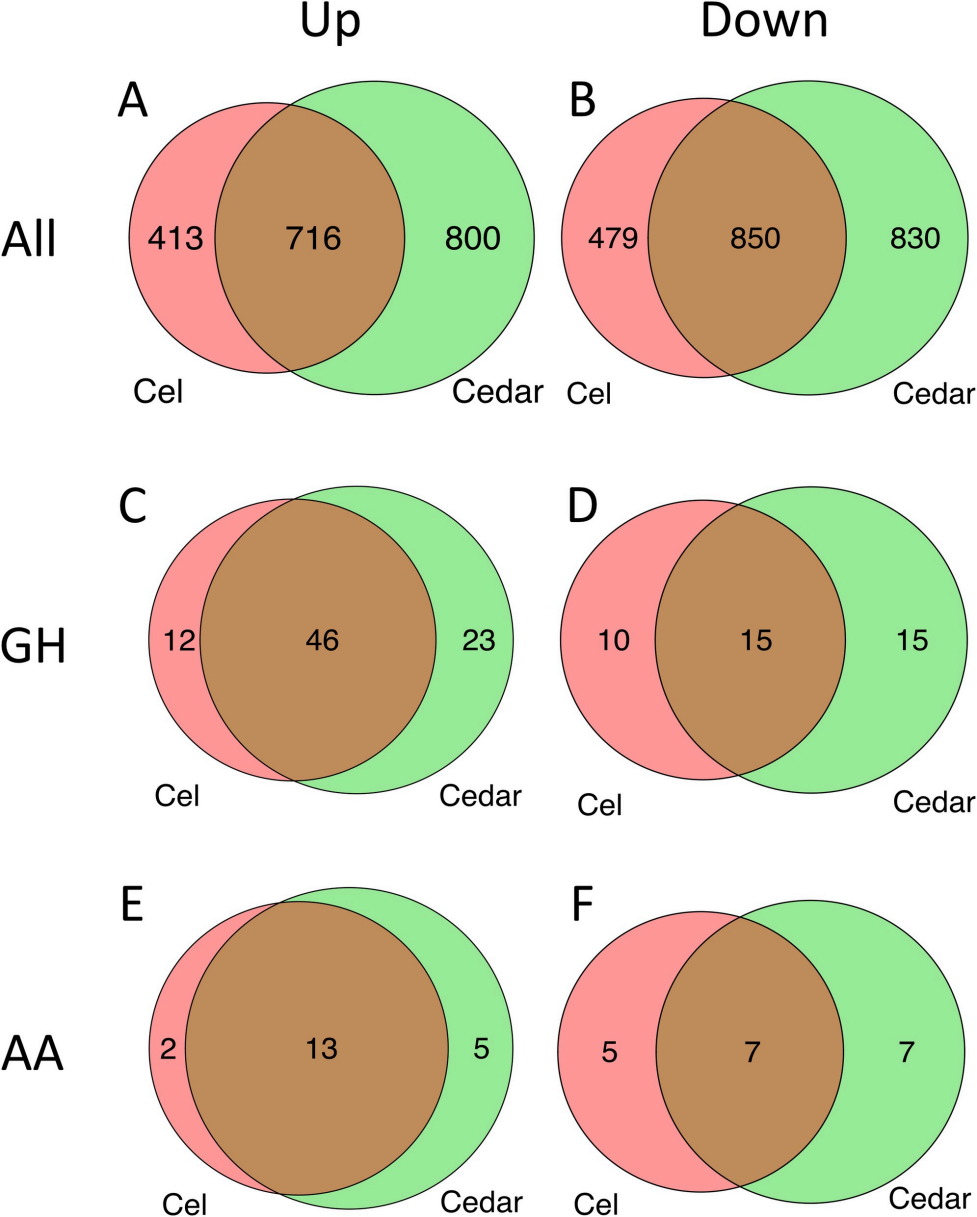
Genes expressed differentially when *G*. *trabeum* was grown on cellulose (red) and cedar (green) compared to when the fungus was grown on glucose. Number of upregulated (A, C, E) and downregulated (B, D, F) genes from all gene models (A, B), GH (C, D), and AA (E, F).

CAZymes are crucial enzymes for the degradation of extracellular carbohydrate sources. The result of the CAZyme annotation tool dbCAN showed that *G*. *trabeum* encodes 366 CAZymes, which included 207 GHs, 71 glycosyltransferases (GTs), 10 polysaccharide lyases (PLs), 22 CEs, and 57 AAs. Of the GH genes, 58 and 69 genes were upregulated on cellulose and cedar cultures respectively, and 49 genes of them were shared in both conditions (Fig 2C). Conversely, 25 and 30 GH genes were downregulated when grown on cellulose and cedar, respectively, and 15 genes of these genes were shared under both conditions (Fig 2D).

With respect to the AA genes, 15 and 18 genes were upregulated on cellulose and cedar respectively, with 13 of these genes shared in both conditions (Fig 2E). Nearly as many AA genes, 12 and 14 respectively, were downregulated when *G*. *trabeum* was grown on cellulose and cedar. Seven of these downregulated genes were shared when the fungus was grown either on cellulose or cedar (Fig 2F). Specific information on the differentially expressed CAZyme genes is provided in S2 Table.

#### Cellulose and hemicellulose degradation

The GH5_5 and GH12 endoglucanase families are known to be active in the degradation of cellulose by brown rot fungi [29]. Two GH5_5 endo-β-1,4-glucanase genes from *G*. *trabeum* (Glotr_57704, Glotr_63180) were significantly upregulated on both cellulose and cedar relative to glucose (Table 1). 

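Glotr_57704 had a mean TPM of 15.7 ± 2.08 (SD, n = 3) on glucose, 647 ± 442 on cellulose and 96.9 ± 57.2 on cedar. Its log2 fold change was 5.01 (standard error 0.589, adjusted p = 0.000684) on cellulose and 2.33 (standard error 0.529, adjusted p = 0.00687) on cedar. That of Glotr_63180 was 10.86 (standard error 0.544, adjusted p = 2.11e-05) on cellulose and 5.38 (standard error 0.913, adjusted p = 0.00182) on cedar. Rescaling each library to the same total TPM moved the values on cellulose most, to 3.86 for Glotr_57704 and 9.75 for Glotr_63180. On cedar, the value of Glotr_57704 missed the threshold on the adjusted p without glucose replicate 1 (2.35), glucose replicate 2 (2.42), glucose replicate 3 (2.23), cedar replicate 1 (2.03) or cedar replicate 3 (1.96), and passed it without cedar replicate 2 (3.01), the adjusted p running over all alternatives from 1.35e-05 to 0.0246. With all 3 groups in 1 fit the adjusted p was 0.0173. In cedar replicate 2, all 15 genes of Table 1 that were upregulated on both substrates were below the mean of the other two cedar libraries on the log2 scale, by a median log2 deviation of -1.38, and all but Glotr_141438 were below each of them. In cellulose replicate 3, all of the 15 but Glotr_141438 and Glotr_54367 were below each of the other cellulose libraries. Compared directly, Glotr_63180 had a log2 fold change of -5.48 (adjusted p = 0.00681) on cedar relative to cellulose, which ran from -6.17 to -4.33 with 1 library left out and passed the thresholds in 2 of those 6 fits. For Glotr_57704 this difference of -2.67 (adjusted p = 0.0324) did not pass.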

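The mean TPM of Glotr_63180 was 3.45 ± 1.47 (SD, n = 3) on glucose, 8279 ± 5043 on cellulose and 246 ± 193 on cedar, with a ratio of 2401 on cellulose and 71.4 on cedar. Ranked by ratio, it was number 5 among the genes upregulated on cellulose, where the 2 genes listed at 0 in every glucose library stand before it, and number 38 among those upregulated on cedar. With 1 library left out in turn, its log2 fold change on cellulose ran from 10.41 to 11.46.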

Glotr_63180 was observed to be the third most highly upregulated gene on cellulose (ca. 2,401-fold). GH12 enzymes act on β-1,4-glucans in cellulose and xyloglucans. 

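Of the 2 GH12 genes, Glotr_138821 had a mean TPM of 4.79 ± 0.931 (SD, n = 3) on glucose, 3698 ± 2060 on cellulose and 62.3 ± 36.3 on cedar, which gives a ratio of 773 on cellulose and 13.0 on cedar. Its log2 fold change was 9.24 (standard error 0.511, adjusted p = 3.20e-05) on cellulose and 3.34 (standard error 0.509, adjusted p = 0.00109) on cedar. The direct comparison of cedar with cellulose gave -5.89 (standard error 0.709, adjusted p = 0.00161), past the thresholds in all 6 fits that left out 1 library. The other GH12 gene, Glotr_62344, was low throughout, at a mean TPM of 0.162 ± 0.176 on glucose, 0.350 ± 0.256 on cellulose and 1.42 ± 0.726 on cedar. It was upregulated on cedar, with 1.49 (adjusted p = 0.00599), but not without glucose replicate 1 (1.38), glucose replicate 2 (1.38), cedar replicate 1 (1.43) or cedar replicate 3 (1.23), the adjusted p running over all alternatives from 0.00142 to 0.0234. On cellulose its log2 fold change was 0.35 (adjusted p = 0.360), and with the same total TPM for each library it changed sign at -0.00055. Its difference between cedar and cellulose, 1.14 (adjusted p = 0.0391), did not pass the threshold.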

The GH12 gene Glotr_138821 was significantly upregulated on both cellulose and cedar, but was especially notable on cellulose (ca. 773-fold) (Table 1). AA9 lytic polysaccharide monooxygenases (LPMO9s) are known to oxidatively cleave both cellulose and hemicellulose chains. 

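Among the 4 AA9 genes, Glotr_63531 had a mean TPM of 27.2 ± 11.3 (SD, n = 3) on glucose, 8354 ± 4344 on cellulose and 799 ± 592 on cedar and a log2 fold change of 8.17 (standard error 0.467, adjusted p = 3.55e-05) on cellulose and 4.35 (standard error 0.867, adjusted p = 0.00383) on cedar. On cedar the threshold was missed without glucose replicate 2 (4.34), glucose replicate 3 (4.07), cedar replicate 1 (3.85) or cedar replicate 3 (3.77), and the adjusted p ran over all alternatives from 4.66e-05 to 0.0157. The difference between cedar and cellulose was -3.82 (adjusted p = 0.0169), not past the threshold. Glotr_45893 had a mean TPM of 20.5 ± 10.5 on glucose, 1.20 ± 0.654 on cellulose and 1.65 ± 0.344 on cedar, with log2 fold changes of -3.59 (adjusted p = 0.000913) on cellulose and -3.18 (adjusted p = 0.000250) on cedar, each past both thresholds in all 6 fits that left out 1 library. As deposited, the other two AA9 genes passed both thresholds on neither substrate. Rescaled to the same total TPM, or with all 3 groups in 1 fit, 2 of the AA9 genes were downregulated on cellulose, Glotr_45893 among them, and without glucose replicate 1 2 were upregulated on cedar.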

In this study, *GtLPMO9B* (Glotr_63531) was significantly upregulated on cellulose and cedar, while *GtLPMO9A* (Glotr_45893, previously reported as a xyloglucan degrading enzyme [30]) was downregulated on both these media (Table 1 and S3 Table). GH131 has been assigned to be a β-glucanase which has activity against β-1,3/1,6- and β-1,4-linked glucan and is thought to be involved in cellulose degradation [31]. 

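Glotr_106470 had a mean TPM of 6.89 ± 3.44 (SD, n = 3) on glucose, 434 ± 314 on cellulose and 125 ± 82.3 on cedar. Its log2 fold change was 5.45 (standard error 0.853, adjusted p = 0.00226) on cellulose and 3.82 (standard error 0.699, adjusted p = 0.00260) on cedar, from 4.91 to 6.48 and from 3.39 to 4.65 with each library left out in turn. The threshold on the adjusted p was missed on cellulose without glucose replicate 2 (5.40) or glucose replicate 3 (5.15) and on cedar without glucose replicate 2 (3.77) or glucose replicate 3 (3.52), and the adjusted p ran over all alternatives from 3.30e-05 to 0.0108 on cellulose and 0.000118 to 0.0110 on cedar. The values on cellulose and cedar, -1.63 (adjusted p = 0.236) between them, did not differ past the threshold. The plot of TPM by library shows this gene beside the endoglucanase and AA9 genes upregulated on both substrates.

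**Figure D1:**
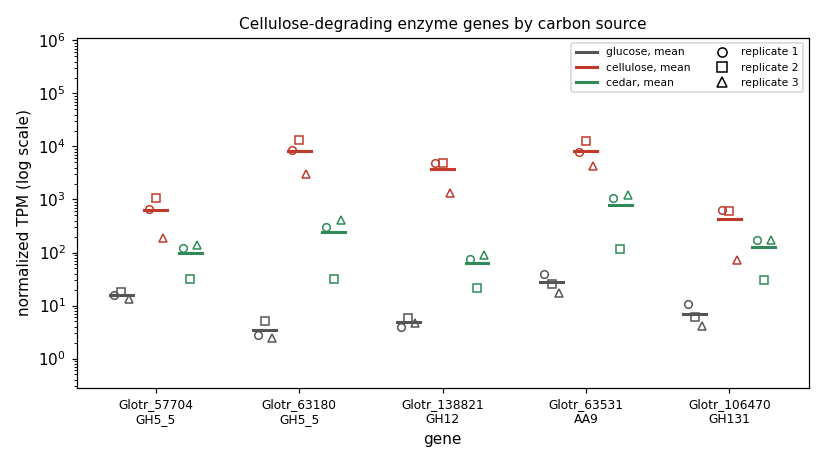
TPM of the GH5_5 genes Glotr_57704 and Glotr_63180, the GH12 gene Glotr_138821, the AA9 gene Glotr_63531 and the GH131 gene Glotr_106470 in each library, on a log axis. Points are the 3 libraries of each carbon source, marked by replicate number, and bars are the means. Every gene was higher on cellulose and cedar than on glucose under each scaling. Cedar replicate 2 has the lowest point on cedar, and cellulose replicate 3 has the lowest on cellulose.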

The only GH131 gene, Glotr_106470, was significantly upregulated on both cellulose and cedar cultures (Table 1). GH3 enzymes act on the non-reducing end of various β-1,4-glycans of cellulose and hemicellulose. *G*. *trabeum* has ten GH3 genes and five of these were significantly upregulated on both cellulose and cedar (Table 1). 

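Of the 10 GH3 genes, 4 were upregulated on both substrates. These were Glotr_141438, Glotr_72986, Glotr_54923 and Glotr_71534, whose mean TPM rose from 10.8, 11.8, 4.98 and 8.56 on glucose to 470, 727, 63.3 and 70.7 on cellulose. Their log2 fold changes lay between 2.91 and 5.87 on cellulose (highest adjusted p = 0.000175) and between 1.32 and 4.13 on cedar (highest adjusted p = 0.000622), and each stayed past both thresholds with any 1 library left out. All 4 were lower on cedar than on cellulose, with log2 fold changes of -2.19 to -1.55. Of these, that of Glotr_71534 (adjusted p = 0.00668) passed in 1 of the 6 fits that left out 1 library. That of Glotr_72986 (adjusted p = 0.00228) passed in 4 of them. On cellulose, 5 of the GH3 genes were upregulated as deposited, 6 with quantile normalization, with median-of-ratios scaling, without cellulose replicate 1 and without cellulose replicate 3, and 4 with the same total TPM for each library, which also had 2 of them downregulated.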

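Glotr_122002 was the GH3 gene upregulated on cellulose alone, with a mean TPM of 4.22 ± 0.719 (SD, n = 3) on glucose, 11.6 ± 2.44 on cellulose and 2.29 ± 0.317 on cedar and a log2 fold change of 1.36 (adjusted p = 0.00147) on cellulose and -0.75 (adjusted p = 0.00455) on cedar. Its difference between cedar and cellulose was -2.11 (adjusted p = 0.000697), while its value on cellulose lost the call at 0.27 with the same total TPM for each library. On cedar the ratio of 0.542 went under 0.5, and the gene was downregulated, without glucose replicate 3 (-0.88), with the same total TPM (-0.94) and with quantile normalization (-0.87). Glotr_44548 and Glotr_69843 were upregulated on cedar alone, with 1.20 (adjusted p = 0.000118) and 1.19 (adjusted p = 0.000144), but neither differed past the threshold between cedar and cellulose (-0.80 with adjusted p = 0.412 and 0.32 with adjusted p = 0.214). On cellulose, Glotr_44548 had 2.00 (adjusted p = 0.0591), and cellulose replicate 3 decided the call, since without it the value was 1.09 and passed. With all 3 groups in 1 fit, its value on cedar did not pass (adjusted p = 0.138), and over all alternatives the adjusted p ran from 0.00925 to 0.218 on cellulose and from 0.000107 to 0.138 on cedar. The ratio of Glotr_69843 on cellulose, 1.98, was just under the threshold of 2, and its log2 fold change of 0.87 passed at 0.98 without cellulose replicate 1, at 0.94 with median-of-ratios scaling and at 1.20 with quantile normalization, and became -0.18 with the same total TPM. Glotr_75899 was downregulated on cedar, with -1.42 (adjusted p = 1.50e-05), and its value of 0.58 on cellulose changed sign to -0.58 with the same total TPM.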

Two of the remaining GH3 genes were uniquely upregulated on cellulose whereas only one was upregulated on cedar (Table 1 and S3 Table). GH1 genes produce intracellular enzymes that target the terminal β-O-1,4 glycosidic residues in both cellulose and hemicellulose. In *G*. *trabeum*, one of the five GH1 genes (Glotr_141319) was significantly upregulated on both cellulose and cedar (Table 1 and S3 Table).

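Glotr_141319 had a mean TPM of 4.78 ± 1.73 (SD, n = 3) on glucose, 232 ± 35.8 on cellulose and 24.2 ± 6.99 on cedar. Relative to glucose, the log2 fold change was 5.51 (standard error 0.277, adjusted p = 2.15e-05) on cellulose and 2.24 (standard error 0.317, adjusted p = 0.000763) on cedar, and between cedar and cellulose it was -3.27 (adjusted p = 0.000608). These calls held in all 6 fits that left out 1 library. Of the other GH1 genes, Glotr_81012 was downregulated on cedar, with -4.15 (adjusted p = 3.41e-05). On cellulose it had -0.89 (adjusted p = 0.158), and -2.04 with the same total TPM for each library, where it passed and 3 of the 5 GH1 genes were downregulated. Its difference between cedar and cellulose, -3.26 (adjusted p = 0.00377), passed the thresholds in 1 of the 6 fits that left out 1 library, with values from -3.83 to -2.92.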

**Table 1:** *G*. *trabeum* genes encoding putative cellulose and hemicellulose degrading enzyme genes.

		TPM(Average)^a^			Cel/Glc^b^		Cedar/Glc^b^			
ID	Putative function	Glc	Cel	Cedar	Ratio	Q value	Ratio	Q value	Up^c^	Down^c^
57704	GH5_5 endo-β-1,4-glucanase	15.7	646.9	96.9	41.2	0.001	6.2	0.008	C, S	
63180	GH5_5 endo-β-1,4-glucanase	3.4	8279.2	246.0	2401.3	0.000	71.4	0.002	C, S	
62344	GH12 endo-β-1,4-glucanase	0.2	0.4	1.4	2.2	0.200	8.7	0.006	S	
138821	GH12 endo-β-1,4-glucanase	4.8	3698.0	62.3	772.8	0.000	13.0	0.001	C, S	
45893	AA9 lytic polysaccharide monooxygenase	20.5	1.2	1.6	0.1	0.001	0.1	0.000		C, S
63531	AA9 lytic polysaccharide monooxygenase	27.2	8353.6	798.7	306.6	0.000	29.3	0.005	C, S	
106470	GH131 β-glucanase	6.9	433.7	125.1	62.9	0.003	18.1	0.003	C, S	
44548	GH3 exo-β-glycosidase	2.1	15.5	5.4	7.5	0.041	2.6	0.000	S	
54923	GH3 exo-β-glycosidase	5.0	63.3	13.2	12.7	0.000	2.6	0.001	C, S	
69843	GH3 exo-β-glycosidase	3.5	6.9	8.7	2.0	0.002	2.5	0.000	S	
71534	GH3 exo-β-glycosidase	8.6	70.7	23.1	8.3	0.000	2.7	0.000	C, S	
72986	GH3 exo-β-glycosidase	11.8	727.0	214.5	61.8	0.000	18.2	0.000	C, S	
122002	GH3 exo-β-glycosidase	4.2	11.6	2.3	2.8	0.001	0.5	0.002	C	
141438	GH3 exo-β-glycosidase	10.8	469.8	153.6	43.6	0.000	14.2	0.000	C, S	
141319	GH1 β-glucosidase	4.8	231.8	24.2	48.4	0.000	5.0	0.001	C, S	
46499	GH10 β-1,4-xylanase	6.9	2320.5	106.5	337.1	0.000	15.5	0.003	C, S	
140289	GH10 β-1,4-xylanase	2.2	1026.3	138.0	456.5	0.000	61.4	0.002	C, S	
110405	GH5_7 β-mannanase	8.8	154.2	24.3	17.4	0.006	2.8	0.028	C	
135369	GH5_7 β-mannanase	7.7	198.5	56.5	25.9	0.000	7.4	0.000	C, S	
117128	CE1 esterase	4.8	317.2	70.3	66.3	0.000	14.7	0.000	C, S	
6650	GH28 endopolygalacturonase	1.0	0.8	2.5	0.8	0.065	2.6	0.001	S	
54367	GH28 endopolygalacturonase	1.3	3.9	2.8	3.0	0.001	2.1	0.002	C, S	
138836	GH28 endopolygalacturonase	0.8	0.6	1.9	0.8	0.162	2.4	0.002	S	
141341	GH28 endopolygalacturonase	3.9	6.6	8.0	1.7	0.013	2.1	0.000	S	
77537	CE8 pectin metylesterase	2.0	5.5	9.6	2.7	0.013	4.8	0.000	S	

^a^Mean TPM value for each condition (n = 3).

^b^Ratio of TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: Cellulose, S: Cedar.

As for hemicellulose-specific degrading enzymes, two of the three GH10 β-1,4-xylanase genes (Glotr_46499, Glotr_140289) were upregulated on cellulose and cedar (Table 1 and S3 Table). 

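Glotr_46499 had a mean TPM of 6.88 ± 0.974 (SD, n = 3) on glucose, 2321 ± 1260 on cellulose and 106 ± 70.2 on cedar, and Glotr_140289 had 2.25 ± 0.757 on glucose, 1026 ± 734 on cellulose and 138 ± 99.4 on cedar. The log2 fold changes of Glotr_46499 were 8.10 (standard error 0.476, adjusted p = 3.86e-05) on cellulose and 3.52 (standard error 0.610, adjusted p = 0.00199) on cedar, and those of Glotr_140289 were 8.12 (standard error 0.757, adjusted p = 0.000244) and 5.18 (standard error 0.793, adjusted p = 0.00112). All 4 values passed both thresholds with any 1 library left out and under each scaling. Between cedar and cellulose Glotr_46499 had -4.58 (adjusted p = 0.00468), past the thresholds in 2 of the 6 fits that left out 1 library, whereas the difference of Glotr_140289 was -2.94 (adjusted p = 0.0639). The third GH10 gene passed both thresholds on neither substrate.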

*G*. *trabeum* has two GH5_7 β-mannanase genes, with Glotr_135369 upregulated on both cellulose and cedar, while Glotr_110405 was upregulated only on cellulose (Table 1). 

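The mean TPM of Glotr_135369 was 7.67 ± 2.00 (SD, n = 3) on glucose, 199 ± 50.4 on cellulose and 56.5 ± 15.8 on cedar. Its log2 fold changes of 4.60 (standard error 0.264, adjusted p = 3.55e-05) on cellulose and 2.79 (standard error 0.265, adjusted p = 0.000112) on cedar stayed past both thresholds with any 1 library left out. For Glotr_110405, with a mean TPM of 8.85 ± 3.52 on glucose, 154 ± 104 on cellulose and 24.3 ± 10.7 on cedar, they were 3.73 (standard error 0.729, adjusted p = 0.00564) and 1.38 (standard error 0.429, adjusted p = 0.0258). Its call on cellulose was lost without glucose replicate 1 (3.97), glucose replicate 2 (3.85), glucose replicate 3 (3.38), cellulose replicate 1 (3.32) or cellulose replicate 2 (3.28), and with the same total TPM for each library (2.60), the adjusted p running over all alternatives from 0.000100 to 0.0224. Without cedar replicate 2 its value on cedar was 1.80 and passed, and over all alternatives the adjusted p on cedar ran from 0.00479 to 0.120. In the direct comparison of cedar with cellulose, Glotr_135369 had -1.81 (adjusted p = 0.00375), past the thresholds in 1 of the 6 fits that left out 1 library, and Glotr_110405 had -2.36 (adjusted p = 0.0421), not past the threshold.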

CE1 esterases have important roles in arabinoxylan degradation [32]. In this study, Glotr_117128—the only CE1 in *G*. *trabeum*, was upregulated on both cellulose and cedar (Table 1).

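Glotr_117128 had a mean TPM of 4.78 ± 0.696 (SD, n = 3) on glucose, 317 ± 192 on cellulose and 70.3 ± 32.5 on cedar. The fit gave 5.68 (standard error 0.510, adjusted p = 0.000208) on cellulose and 3.62 (standard error 0.369, adjusted p = 0.000161) on cedar as log2 fold changes, from 5.24 to 6.30 and from 3.33 to 4.08 with each library left out in turn, and both were past the thresholds in each of those fits. Its difference between cedar and cellulose was -2.06 (adjusted p = 0.0352).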

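Among the 10 GH28 genes, Glotr_54367 was upregulated on both substrates, with a mean TPM of 1.32 ± 0.226 (SD, n = 3) on glucose, 3.91 ± 0.570 on cellulose and 2.76 ± 0.153 on cedar and log2 fold changes of 1.28 (adjusted p = 0.00101) on cellulose and 0.85 (adjusted p = 0.00115) on cedar. Both calls rested on the scaling, since with the same total TPM for each library the values were 0.33 and 0.74, and neither passed, nor did the value on cedar with quantile normalization (0.70) or with the fold change taken from the fit. On cedar, without glucose replicate 1, the value was 0.76 and the ratio fell under 2. Glotr_6650, Glotr_138836 and Glotr_141341 were upregulated on cedar alone, and the 4 genes had mean TPM from 1.94 to 8.03 on cedar. Of these, Glotr_6650 was higher on cedar than on cellulose past the thresholds, while for Glotr_138836 and Glotr_141341 the difference did not pass the threshold. That call of Glotr_6650 held in 4 of the 6 fits that left out 1 library. The call of Glotr_141341 on cedar relative to glucose (ratio 2.08) held in 5 of 6 such fits. Another GH28 gene was downregulated on cedar. With quantile normalization 3 GH28 genes were upregulated on cedar, and with the same total TPM 2. The CE8 gene Glotr_77537 had a mean TPM of 2.02 ± 0.218 on glucose, 5.53 ± 2.60 on cellulose and 9.63 ± 1.08 on cedar and was upregulated on cedar, with 2.00 (adjusted p = 1.63e-05). On cellulose it had 1.16 (adjusted p = 0.0247), which passed at 1.53 without cellulose replicate 3, at 1.54 with quantile normalization and, unchanged in value, with all 3 groups in 1 fit, and its difference between cedar and cellulose was 0.84 (adjusted p = 0.0775).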

Relative to pectin degradation by *G*. *trabeum*, upregulation of four of the ten GH28 endopolygalacturonase genes and one CE8 pectin metylesterase gene occurred on cedar, although the expression levels of these genes were low (Table 1 and S3 Table).

#### Biosynthesis of LMW iron-binding metabolites

In incipient brown rot decay, the oxidative CMF reaction system initiates deconstruction of the wood cell wall by reducing Fe^3+^ within the wood cell wall. Simultaneously, the generation of H_2_O_2_ or similar oxidants also must occur, either within the cell wall, or in a manner such that these oxidants can diffuse deep within the cell wall to the location of iron and the active site of lignocellulose depolymerization. In regard to iron reduction, LMW compounds and some enzymes have been proposed to carry out this reaction [2,33]; however, enzymes are unable to penetrate deeply within the cell wall until late stages of decay. Hydroquinones and related iron-binding metabolites (referred to as LMW chelators in this paper) from the fungi do have the capability to penetrate the intact wood cell wall structure and have been shown to reduce iron during brown rot fungal degradation of wood cell walls [34,35]. Although little is known about the genes involved in the fungal chelator production, genes related to secondary metabolism have been proposed to be involved in the production of these LMW chelators.

Polyketide synthases (PKSs) produce catechol and quinone compounds which, if expressed and secreted extracellularly during decay, could be the source of the LMW chelators/hydroquinones in the CMF reaction [6]. 

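Of the 4 PKS genes, 0 were upregulated on either substrate under any alternative, and at an unadjusted p under 0.05 none was higher on cellulose and 1 was higher on cedar, with a ratio under 2. Glotr_91951 and Glotr_116317 were downregulated on both. Glotr_116317 fell from 104 ± 22.1 TPM (SD, n = 3) on glucose to 16.7 ± 5.19 on cellulose and 3.23 ± 0.336 on cedar, with log2 fold changes of -2.64 (adjusted p = 0.000372) and -4.80 (adjusted p = 1.16e-06). For Glotr_91951 these were -1.45 (adjusted p = 0.00347) and -1.58 (adjusted p = 0.000986). Its call on cellulose was lost without glucose replicate 1 (-1.31), glucose replicate 2 (-1.31), cellulose replicate 1 (-1.35) or cellulose replicate 2 (-1.48), with an adjusted p over all alternatives from 4.35e-05 to 0.0163.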

In this study, *G*. *trabeum* showed no upregulation of PKS genes on cellulose and cedar media (S4 Table).

Terpene synthases (TSs) produce terpenoid compounds and these compounds might also potentially be involved in fungal siderophore (iron chelator) production [36]. *G*. *trabeum* significantly upregulated two TS genes when grown on cellulose or cedar media, while two other TS genes were upregulated only on cellulose media (Table 2 and S4 Table).

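The TS genes upregulated on both substrates were Glotr_116237, with a mean TPM of 6.89 ± 2.08 (SD, n = 3) on glucose, 129 ± 90.6 on cellulose and 38.5 ± 10.7 on cedar, and Glotr_131990, with 2.74 ± 0.312 on glucose, 13.3 ± 6.79 on cellulose and 7.42 ± 1.07 on cedar. Their log2 fold changes were 3.94 (adjusted p = 0.000815) and 1.96 (adjusted p = 0.00538) on cellulose and 2.40 (adjusted p = 0.000213) and 1.28 (adjusted p = 0.000208) on cedar. The call of Glotr_131990 on cellulose was lost without glucose replicate 1 (1.98), glucose replicate 2 (1.88), glucose replicate 3 (2.02) or cellulose replicate 1 (1.87) and at 0.90 with the same total TPM for each library, the adjusted p running over all alternatives from 0.000608 to 0.0550. Glotr_79917 and Glotr_103889 were upregulated on cellulose alone, with 1.64 (adjusted p = 0.00202) and 3.25 (adjusted p = 0.00475). On cedar they had 0.89 (adjusted p = 0.0170) and 2.19 (adjusted p = 0.0129), and their differences between cedar and cellulose, -0.75 (adjusted p = 0.0211) and -1.06 (adjusted p = 0.314), did not pass the threshold. The value of Glotr_103889 on cedar passed at 2.88 without cedar replicate 2 and at 2.46 with quantile normalization, and its adjusted p ran over all alternatives from 0.000260 to 0.0446 on cedar and 7.93e-05 to 0.0203 on cellulose, where it failed without glucose replicate 1 (3.42), glucose replicate 2 (3.33), glucose replicate 3 (3.00), cellulose replicate 1 (2.82) or cellulose replicate 2 (2.96). For Glotr_79917 the value on cedar passed at 1.13 without glucose replicate 3, and that on cellulose failed at 1.59 without glucose replicate 1. It also failed with the same total TPM (0.60), as did that of Glotr_103889 (2.09), so that 1 terpene synthase gene was upregulated on cellulose, as without glucose replicate 1. On cedar, Glotr_103889 passed under that scaling (2.01). Glotr_64172 and Glotr_117331 were downregulated on cedar, with -1.93 (adjusted p = 3.82e-05) and -1.67 (adjusted p = 0.000235), but neither they nor Glotr_131990 passed on cedar with all 3 groups in 1 fit. On cellulose their values of -0.11 and -0.06 changed sign with 1 library left out, to 0.53 and 0.31 without cellulose replicate 1. Without cellulose replicate 3, Glotr_64172 was downregulated there, at -1.12. Among the other TS genes, 2 were downregulated on cellulose.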

**Table 2:** *G*. *trabeum* LMW iron-binding metabolites synthesis associated genes.

		TPM(Average)^a^			Cel/Glc^b^		Cedar/Glc^b^			
ID	Putative function	Glc	Cel	Cedar	Ratio	Q value	Ratio	Q value	Up^c^	Down^c^
116237	Terpene synthase	6.9	129.5	38.5	18.8	0.001	5.6	0.000	C, S	
131990	Terpene synthase	2.7	13.3	7.4	4.9	0.005	2.7	0.000	C, S	
79917	Terpene synthase	2.4	8.2	4.7	3.5	0.002	2.0	0.016	C	
103889	Terpene synthase	150.1	1701.2	805.6	11.3	0.005	5.4	0.014	C	
66940	AA6 1,4-benzoquinone reductase	19.8	19.2	9.8	1.0	1.000	0.5	0.000		S
82342	AA6 1,4-benzoquinone reductase	323.9	91.1	117.5	0.3	0.003	0.4	0.002		C, S
101783	AA6 1,4-benzoquinone reductase	14.0	5.0	8.1	0.4	0.012	0.6	0.015		
130426	AA1_1 laccase	0.8	17.5	11.0	21.0	0.000	13.2	0.000	C, S	
58158	Fe^3+^-reducing glycopeptide (GLP1)	175.0	566.1	210.4	3.2	0.000	1.2	0.001	C	
101715	Fe^3+^-reducing glycopeptide (GLP1)	3723.8	29312.9	13218.4	7.9	0.002	3.5	0.000	C, S	
104526	Fe^3+^-reducing glycopeptide (GLP1)	1.1	197.4	277.5	181.3	0.001	254.8	0.000	C, S	
132851	Fe^3+^-reducing glycopeptide (GLP1)	74.3	5045.9	408.7	67.9	0.001	5.5	0.001	C, S	

^a^Mean TPM value for each condition (n = 3).

^b^Ratio of TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: Cellulose, S: Cedar.

The cytochrome P450 superfamily of monooxygenases can play various roles in secondary metabolism, and in wood decay fungi these roles include the degradation of lignin and xenobiotic compounds [37,38]. Additionally, P450 has been suggested to be involved in pathways for the production of siderophores in bacteria and the production of phenolic compounds in brown rot fungi [38–40]. We postulate that siderophores and/or related compounds produced by P450 enzymes might function as chelators in the CMF reaction in brown rot fungi. In the *G*. *trabeum* genome, 114 P450 genes were annotated. In this study, ten of these genes were upregulated on both cellulose and cedar (Fig 3 and S6 Table). 

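The values cover the 35 genes of S6 Table, and the other P450 genes were not analysed here. On both substrates, 9 of the 35 were upregulated, with log2 fold changes from 1.64 to 6.13 on cellulose and from 2.74 to 5.50 on cedar. Glotr_30236, with a mean TPM of 0.636 ± 0.153 (SD, n = 3) on glucose, 3.04 ± 1.76 on cellulose and 2.12 ± 0.538 on cedar, was upregulated on cedar (1.19 with an adjusted p = 0.00126), while on cellulose its log2 fold change of 1.53 (standard error 0.344, adjusted p = 0.0101) missed the threshold on the adjusted p, which ran over all alternatives from 0.00335 to 0.0752. It passed with an added value of 0.1, with median-of-ratios scaling (1.58), with quantile normalization (1.92) and with all 3 groups in 1 fit. Without cellulose replicate 1 it passed at 1.84, and without cellulose replicate 3 at 1.15. Its value on cedar missed the threshold with all 3 groups in 1 fit (adjusted p = 0.0111, from 0.000525 to 0.0111 over all alternatives). Compared directly, 2 of the 9 genes were higher on cedar than on cellulose.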

An additional 21 genes were uniquely upregulated on cedar, while an additional four genes were upregulated only on cellulose (Fig 3 and S6 Table).

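Of the P450 of S6 Table, 22 were upregulated on cedar alone, with log2 fold changes from 0.77 to 3.43, and 4 on cellulose alone, with 0.99 to 1.65. The difference between cedar and cellulose passed the thresholds in 11 of the 22 genes and was not shown for the other genes of these sets. Over all 35 genes, 13 were higher on cedar than on cellulose and 0 were lower. At an unadjusted p under 0.05, 20 were higher and 2 lower. Glotr_140036 had the largest of these differences, with a mean TPM of 9.56 ± 0.853 (SD, n = 3) on glucose, 4.79 ± 0.850 on cellulose and 65.8 ± 8.04 on cedar and log2 fold changes of 2.72 (adjusted p = 4.00e-06) on cedar and 3.65 (adjusted p = 0.000168) between cedar and cellulose. Its value on cellulose, -0.94, passed the threshold for downregulation without glucose replicate 1 (-1.01) or cellulose replicate 2 (-1.06), and with the same total TPM for each library (-1.99). The median of the mean TPM was 3.89 on glucose, 8.33 on cellulose and 15.6 on cedar. With p adjusted over the list alone, 14 genes were upregulated on cellulose and 32 on cedar, against 13 and 31 with p adjusted over all gene models. The study chose this list by upregulation in the same libraries, so the counts adjusted over it are not independent evidence. Most of its genes were chosen for their rise on cedar, which favours values higher on cedar than on cellulose. The differences and medians given here thus do not speak for the P450 genes as a whole. With the same total TPM for each library, 6 of the 35 were upregulated and 10 downregulated on cellulose, and 28 were upregulated on cedar. With 1 library left out in turn, 11 to 16 were upregulated on cellulose and 27 to 32 on cedar.

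**Figure D2:**
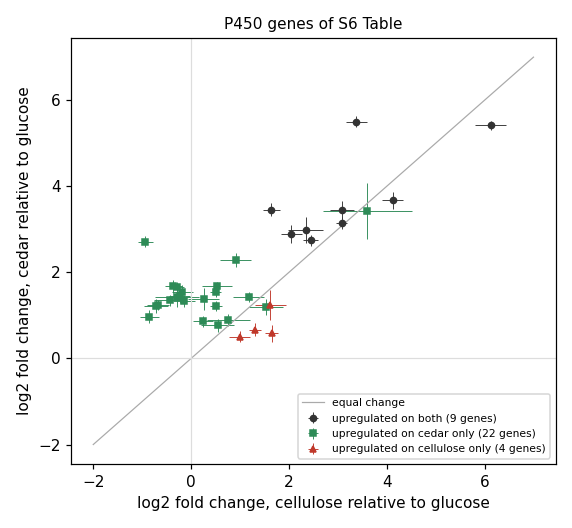
Log2 fold change relative to glucose of the 35 P450 genes of S6 Table, on cellulose (horizontal axis) against cedar (vertical axis), with bars for the standard errors. Colours mark the 9 genes upregulated on both substrates, the 22 on cedar alone and the 4 on cellulose alone, and the line marks an equal change. The values on cellulose carry the shift of the scaling, and with the same total TPM for each library the median of the 35 on cellulose changes sign from 0.76 to -0.15 (P450 of S6 Table).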

**Fig 3:**
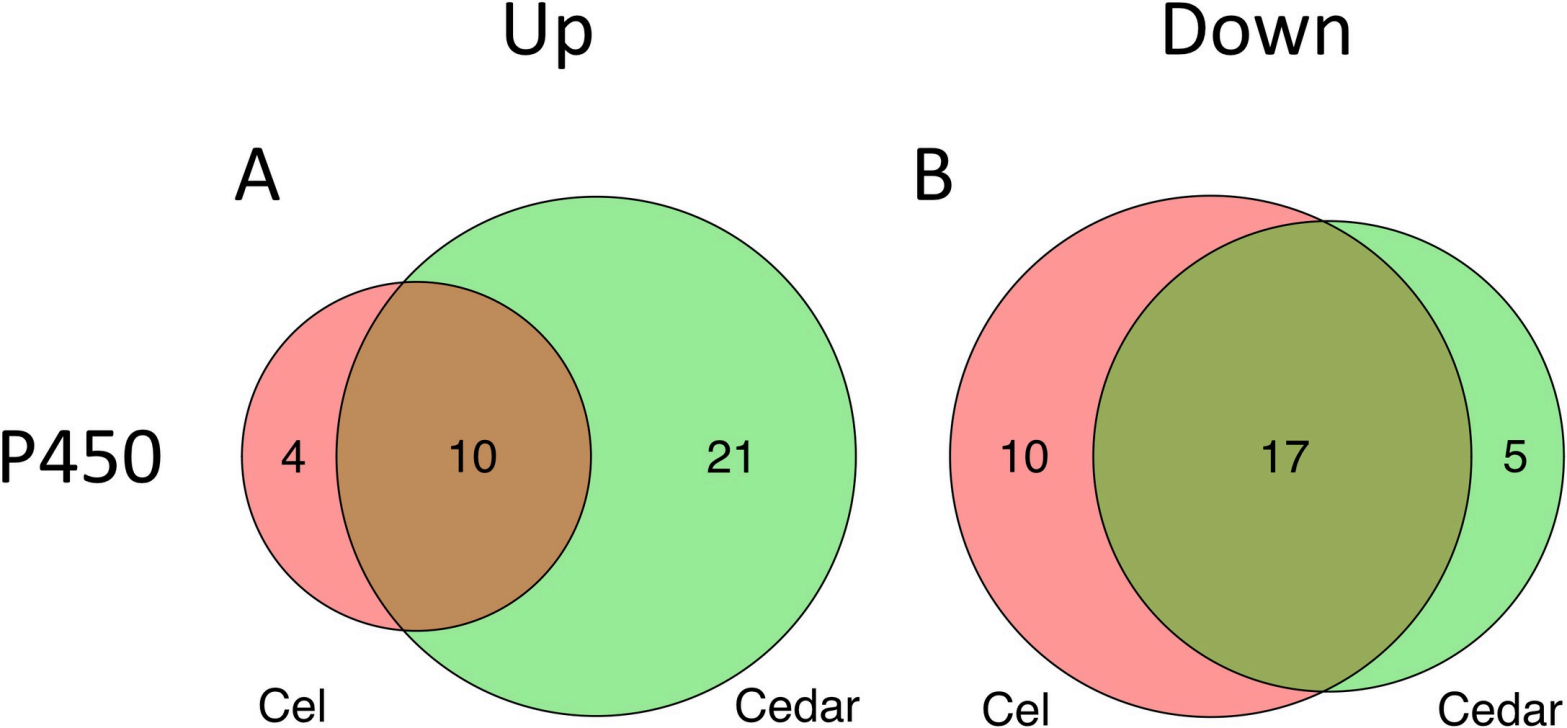
Differentially expressed cytochrome P450 genes when *G*. *trabeum* was grown on cellulose (red) and cedar (green) compared to when the fungus was grown on glucose. Number of upregulated (A) and downregulated (B) genes.

#### Enzymes potentially involved in LMW catechol redox reactions

AA6 1,4-benzoquinone reductases are able to reduce 2,5-dimethoxy-1,4-benzoquinone (2,5-DMBQ) and have been proposed to be involved in iron reduction in the CMF reaction [12]. 

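The AA6 gene Glotr_82342 had a mean TPM of 324 ± 80.7 (SD, n = 3) on glucose, 91.1 ± 34.0 on cellulose and 118 ± 31.2 on cedar. Its log2 fold change was -1.86 (standard error 0.306, adjusted p = 0.00278) on cellulose and -1.46 (standard error 0.241, adjusted p = 0.00157) on cedar. On cellulose it missed the threshold without glucose replicate 2 (-1.92), glucose replicate 3 (-1.67) or cellulose replicate 1 (-1.84), with an adjusted p over all alternatives from 0.000126 to 0.0120. The difference between the substrates, 0.40 (adjusted p = 0.339), did not pass.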

In this study a AA6 gene, *QRD1*(Glotr_82342) was downregulated on both cellulose and cedar relative to glucose (Table 2). *QRD2* (Glotr_101783) and another AA6 gene (Glotr_66940) also were not upregulated on cellulose and cedar cultures (Table 2). 

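Glotr_101783 had a mean TPM of 14.0 ± 4.02 (SD, n = 3) on glucose, 4.97 ± 1.90 on cellulose and 8.12 ± 1.20 on cedar, and log2 fold changes of -1.44 (adjusted p = 0.0104) on cellulose and -0.72 (adjusted p = 0.0220) on cedar. On cellulose it stood close to the threshold, which it passed for downregulation at -1.66 without cellulose replicate 3 and at -2.49 with the same total TPM for each library, and also with an added value of 1, a filter of at least 1 TPM and all 3 groups in 1 fit, its adjusted p running over all alternatives from 0.000179 to 0.0389. Glotr_66940 had a mean TPM of 19.8 ± 2.99 on glucose, 19.2 ± 7.81 on cellulose and 9.75 ± 0.501 on cedar and was downregulated on cedar, with -0.97 (adjusted p = 0.000529). Its ratio on cedar of 0.493 rose above 0.5, and the call was lost, without glucose replicate 3 (-0.87), without cedar replicate 3 (-0.95), with quantile normalization (-0.94) and with the fold change taken from the fit. On cellulose its value was -0.10 (adjusted p = 0.775), of either sign with 1 library left out, and -1.23 and downregulated with the same total TPM. Of the 3 AA6 genes, 0 were upregulated under any alternative, and at an unadjusted p under 0.05 0 were higher on cellulose or cedar, while 2 were lower on cellulose and 3 on cedar.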

AA1_1 laccases, which oxidize methoxyhydroquinones to semiquinones (better reductants of Fe^3+^), have also been proposed to function in CMF mechanisms [41]. 

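Glotr_130426 had a mean TPM of 0.835 ± 0.142 (SD, n = 3) on glucose, 17.5 ± 7.96 on cellulose and 11.0 ± 5.89 on cedar, with log2 fold changes of 3.67 (standard error 0.307, adjusted p = 0.000154) on cellulose and 3.00 (standard error 0.323, adjusted p = 0.000206) on cedar, from 3.34 to 3.95 and from 2.61 to 3.25 with each library left out in turn. Its difference between the substrates was -0.67 (adjusted p = 0.239). Of the other AA1_1 genes, 1 was downregulated on cellulose and 0 were past both thresholds on cedar, where 2 of them were higher at an unadjusted p under 0.05. Rescaled to the same total TPM, the libraries had 3 AA1_1 genes downregulated on cellulose, and with quantile normalization 0.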

In this study, one of the four AA1_1 gene (Glotr_130426) was upregulated on both cellulose and cedar media (Table 2 and S5 Table). An Fe^3+^-reducing glycopeptide (GLP) has also been proposed as the Fe^3+^ reductant in the CMF reaction in brown and white rot fungi [13] and three genes potentially related to GLP production (Glotr_101715, Glotr_130687, Glotr_104526) were found to be upregulated on cellulose and cedar media, with an additional gene (Glotr_58158) upregulated only on cellulose media (Table 2).

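Table 2 lists Glotr_101715, Glotr_104526, Glotr_132851 and Glotr_58158 as GLP genes. Glotr_101715 was the most abundant, with a mean TPM of 3724 ± 767 (SD, n = 3) on glucose, 29313 ± 19864 on cellulose and 13218 ± 1702 on cedar. The fit gave a log2 fold change of 2.80 (standard error 0.545, adjusted p = 0.00562) on cellulose and 1.84 (standard error 0.280, adjusted p = 0.00108) on cedar. On cellulose the call was lost without glucose replicate 1 (2.75), glucose replicate 2 (2.68) or glucose replicate 3 (2.96), and at 1.63 with the same total TPM for each library, its adjusted p running over all alternatives from 0.00113 to 0.0319. On cedar the call was lost with all 3 groups in 1 fit (adjusted p = 0.0102, from 8.52e-05 to 0.0102 over all alternatives). Glotr_104526, at a mean TPM of 1.09 ± 0.286 on glucose, 197 ± 209 on cellulose and 277 ± 262 on cedar, had 6.29 (adjusted p = 0.00112) and 7.06 (adjusted p = 5.72e-05). Glotr_132851, at a mean TPM of 74.3 ± 29.5 on glucose, 5046 ± 4482 on cellulose and 409 ± 56.4 on cedar, had 5.69 (adjusted p = 0.00107) and 2.53 (adjusted p = 0.000333). Glotr_58158, at a mean TPM of 175 ± 3.40 on glucose, 566 ± 92.7 on cellulose and 210 ± 27.2 on cedar, had a ratio of 3.23 on cellulose (adjusted p = 0.000308), fell under the thresholds there at a log2 fold change of 0.52 with the same total TPM, and had 0.26 (adjusted p = 0.109) on cedar. Between cedar and cellulose it had -1.42 (adjusted p = 0.00238), in 4 of the 6 fits that left out 1 library past the thresholds, while the other three did not pass that comparison. Glotr_130687, which Table 2 does not list, had a mean TPM of 298 ± 47.5 on glucose, 282 ± 182 on cellulose and 91.2 ± 62.5 on cedar and log2 fold changes of -0.29 (adjusted p = 0.640) on cellulose and -2.11 (adjusted p = 0.0323) on cedar. It was upregulated under no alternative. On cellulose its sign changed without cellulose replicate 2 (0.23), and on cedar it was downregulated without cedar replicate 2 (-1.21) and with the same total TPM (-2.29), the adjusted p there running over all alternatives from 0.000784 to 0.0828.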

#### Oxalate and H_2_O_2_ production

Oxalic acid has been suggested to play a role in chelating and solubilizing iron from Fe (oxyhydr)oxide complexes in wood while releasing iron under appropriate microsite conditions to promote the CMF reaction. Two enzymes are generally considered to be involved in oxalate biosynthesis; oxaloacetate acetylhydrolase (OAH) and glyoxylate dehydrogenases (GLX) [42]. OAH functions in the cytosol to produce oxalic acid from oxaloacetate under appropriate conditions [42]. We found that an OAH gene Glotr_42369 was significantly upregulated on cellulose media but was downregulated on cedar media (Table 3). 

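Glotr_42369 had a mean TPM of 574 ± 93.0 (SD, n = 3) on glucose, 3286 ± 1379 on cellulose and 17.7 ± 4.83 on cedar, with a log2 fold change of 2.43 (standard error 0.361, adjusted p = 0.00180) on cellulose and -5.00 (standard error 0.209, adjusted p = 2.81e-06) on cedar. Between cedar and cellulose it was -7.43 (standard error 0.362, adjusted p = 0.000225), the largest fall in that comparison by the log2 fold change of the fit, though not by the ratio of mean TPM. On cellulose the call was lost without glucose replicate 1, at 2.40, and with the same total TPM for each library, at 1.27, and its adjusted p ran over all alternatives from 0.000177 to 0.0135. On cedar it stayed downregulated under each alternative, with log2 fold changes from -5.20 to -4.83 when 1 library was left out. The plot of TPM by library shows the OAH gene beside the GLX genes.

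**Figure D3:**
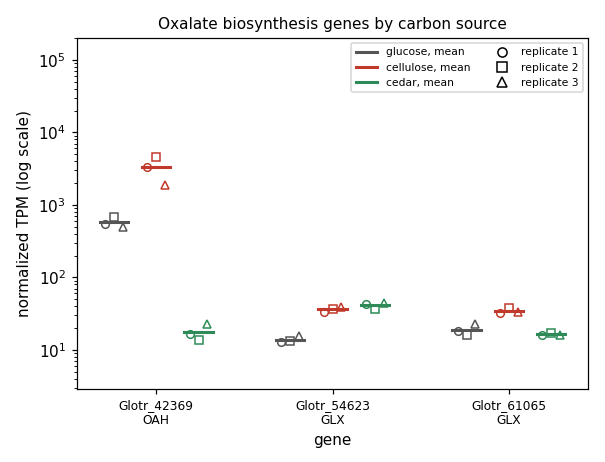
TPM of the OAH gene Glotr_42369 and the GLX genes Glotr_54623 and Glotr_61065 in each library, on a log axis. Points are the 3 libraries of each carbon source, marked by replicate number, and bars are the means. Glotr_42369 was highest on cellulose and lowest on cedar under each scaling, while Glotr_61065 changed sign on cellulose, from 0.85 to -0.29, with the same total TPM for each library.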

GLX produce oxalic acid in peroxisome. *G*. *trabeum* has two GLX genes; Glotr_54623 which was significantly upregulated on cellulose and cedar media, and Glotr_61065 which was not significantly altered in its expression level on lignocellulose media (Table 3 and S5 Table).

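Glotr_54623 had a mean TPM of 13.9 ± 1.39 (SD, n = 3) on glucose, 36.3 ± 2.78 on cellulose and 41.6 ± 4.08 on cedar. Its log2 fold change was 1.36 (standard error 0.127, adjusted p = 0.000244) on cellulose and 1.55 (standard error 0.116, adjusted p = 3.79e-05) on cedar, and the difference of 0.19 (adjusted p = 0.284) between them did not pass. Rescaled to the same total TPM, its value on cellulose was 0.22 and did not pass. Glotr_61065 had a mean TPM of 19.0 ± 3.18 on glucose, 34.5 ± 3.28 on cellulose and 16.5 ± 0.498 on cedar. On cellulose its log2 fold change of 0.85 (adjusted p = 0.00426) passed the threshold on the adjusted p but not that on the ratio, which was 1.81, and on cedar it was -0.19 (adjusted p = 0.241). Between cedar and cellulose Glotr_61065 had -1.04 (adjusted p = 0.00159), past the thresholds in 3 of the 6 fits that left out 1 library.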

**Table 3:** *G*. *trabeum* oxalate and H_2_O_2_ production-associated genes.

		TPM(Average)^a^			Cel/Glc^b^		Cedar/Glc^b^			
ID	Putative function	Glc	Cel	Cedar	Ratio	Q value	Ratio	Q value	Up^c^	Down^c^
42369	Oxaloacetate acetylhydratase	573.8	3286.3	17.7	5.7	0.001	0.0	0.000	C	S
54623	Glyoxylate dehydrogenase	13.9	36.3	41.6	2.6	0.000	3.0	0.000	C, S	
139980	AA3_3 alcohol oxidase	38.9	7623.2	9168.0	195.8	0.000	235.5	0.000	C, S	
82487	AA3_2 oxidoreductase	78.7	1253.7	972.9	15.9	0.004	12.4	0.001	C, S	
89774	AA3_2 oxidoreductase	1.3	41.5	11.6	32.3	0.007	9.0	0.000	C, S	
109397	AA3_2 oxidoreductase	24.3	176.8	87.4	7.3	0.002	3.6	0.001	C, S	
130589	AA3_2 oxidoreductase	8.3	19.1	28.9	2.3	0.002	3.5	0.000	C, S	
80540	AA3_2 oxidoreductase	26.4	68.4	9.1	2.6	0.002	0.3	0.001	C	S
139690	AA3_2 oxidoreductase	18.1	133.0	58.1	7.4	0.002	3.2	0.005	C, S	
63039	AA3_2 oxidoreductase	11.7	23.9	37.1	2.0	0.012	3.2	0.000	S	
120265	AA3_2 oxidoreductase	9.9	22.1	14.9	2.2	0.000	1.5	0.001	C	
70090	AA3_2 oxidoreductase	3.9	4.7	10.4	1.2	0.169	2.7	0.000	S	
116786	AA3_4 pyranose 2-oxidase	3.4	79.3	11.7	23.1	0.006	3.4	0.001	C, S	
113732	AA3_1 cellobiose dehydrogenase	1.2	4.9	9.5	4.0	0.003	7.7	0.000	C, S	
35436	AA5_1 copper-radical oxidase	0.2	0.1	0.3	1.0	0.137	2.1	0.015		
65654	AA5_1 copper-radical oxidase	237.9	337.3	140.8	1.4	0.001	0.6	0.000		

^a^Mean TPM value for each condition (n = 3).

^b^Ratio of TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: Cellulose, S: Cedar.

As reviewed earlier, H_2_O_2_ production can occur by non-enzymatic redox cycling of phenolics within the wood cell wall. This chemistry is often ignored by researchers studying oxidative mechanisms in wood decay, but it is important to recognize that H_2_O_2_ production can occur via this path in addition to its production by several enzymatic sources which are known to be active during fungal decay. In this regard, the genes associated with potential enzymatic H_2_O_2_ production are quite diverse. The AA3_3 alcohol oxidase Glotr_139980, which oxidizes methanol as a preferred physiological substrate, is often discussed as a source of H_2_O_2_ in CMF reactions [16]. 

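Glotr_139980 had a mean TPM of 38.9 ± 5.20 (SD, n = 3) on glucose, 7623 ± 844 on cellulose and 9168 ± 509 on cedar, a ratio of 196 on cellulose and 236 on cedar. These means correspond to a log2 fold change of 7.60 (standard error 0.183, adjusted p = 2.09e-06) on cellulose and 7.87 (standard error 0.144, adjusted p = 1.61e-07) on cedar, from 7.52 to 7.70 and from 7.79 to 7.97 with 1 library left out. Ranked by ratio among the upregulated genes, those listed at 0 on glucose included, it was number 22 on cellulose and number 15 on cedar. The difference between cedar and cellulose was 0.27 (adjusted p = 0.541).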

In our current research, Glotr_139980 was dramatically upregulated both in cellulose and cedar (20th and 9th most upregulated genes in cellulose and cedar, respectively) (Table 3). The AA3_2 family, which comprises glucose oxidase, glucose dehydrogenase, pyranose dehydrogenase, and aryl alcohol oxidase, also could be a candidate for H_2_O_2_ production [43]. In *G*. *trabeum*, five AA3_2 genes were upregulated on both cellulose and cedar media (Table 3). 

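The 5 AA3_2 genes upregulated on both substrates were Glotr_82487, Glotr_89774, Glotr_109397, Glotr_130589 and Glotr_139690. The most abundant was Glotr_82487, with a mean TPM of 78.7 ± 49.7 (SD, n = 3) on glucose, 1254 ± 1076 on cellulose and 973 ± 327 on cedar and log2 fold changes of 3.81 (standard error 0.679, adjusted p = 0.00392) on cellulose and 3.75 (standard error 0.436, adjusted p = 0.000299) on cedar. On cellulose the log2 fold changes of the 5 lay between 1.13 for Glotr_130589 and 3.81 for Glotr_89774, with adjusted p from 0.00188 to 0.00867. On cedar they lay between 1.73 and 3.75, with adjusted p from 3.18e-05 to 0.00386. Calls on cellulose were lost for Glotr_82487 without glucose replicate 1 (3.46), glucose replicate 2 (3.67) or cellulose replicate 1 (3.93), for Glotr_109397 without glucose replicate 1 (2.64), glucose replicate 2 (2.69) or glucose replicate 3 (2.59), for Glotr_89774 without glucose replicate 1 (3.88), glucose replicate 2 (3.86), glucose replicate 3 (3.69) or cellulose replicate 1 (4.01), and for Glotr_130589 without glucose replicate 1 (1.21), glucose replicate 2 (1.09), glucose replicate 3 (1.10), cellulose replicate 1 (1.03) or cellulose replicate 2 (1.04). That of Glotr_139690 on cedar was lost without glucose replicate 2 (1.69), cedar replicate 1 (1.81), cedar replicate 2 (1.79) or cedar replicate 3 (1.84). With all 3 groups in 1 fit, Glotr_89774 lost its call on cedar (adjusted p = 0.0111, from 3.65e-05 to 0.0111 over all alternatives). Rescaled to the same total TPM, the value of Glotr_130589 on cellulose was 0.02 and that of Glotr_89774 was 2.79, neither of which passed. Glotr_89774 also lost its call on cellulose with an added value of 1 and without a filter, and its adjusted p there ran over all alternatives from 0.000928 to 0.0314. Of the 9 AA3_2 genes, 7 were upregulated on cellulose as deposited, 3 with the same total TPM, 2 without glucose replicate 1, 3 without glucose replicate 2, 4 without glucose replicate 3 and 4 without cellulose replicate 1. None of the 5 differed past the thresholds between cedar and cellulose, where 3 of the 9 were higher and 3 lower at an unadjusted p under 0.05.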

Two other AA3_2 genes were uniquely upregulated on cellulose media while two other AA3_2 genes were uniquely upregulated on cedar media (Table 3). 

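On cellulose alone, Glotr_80540 and Glotr_120265 were upregulated. Glotr_80540 had a mean TPM of 26.4 ± 6.18 (SD, n = 3) on glucose, 68.4 ± 12.2 on cellulose and 9.08 ± 1.88 on cedar, with log2 fold changes of 1.37 (standard error 0.215, adjusted p = 0.00228) on cellulose and -1.48 (standard error 0.217, adjusted p = 0.000917) on cedar, where it was downregulated. Its difference between cedar and cellulose was -2.85 (adjusted p = 0.000600). Without glucose replicate 1, or with the same total TPM for each library, the call on cellulose was lost, at 1.42 and 0.22, the adjusted p running over all alternatives from 0.000780 to 0.301. Glotr_120265 had 1.13 (adjusted p = 0.000244) on cellulose, 0.00 with the same total TPM, and 0.57 (adjusted p = 0.00258) on cedar, without a difference past the thresholds between them (-0.56, adjusted p = 0.0135). On cedar alone, Glotr_63039 and Glotr_70090 were upregulated, with 1.62 (adjusted p = 0.000103) and 1.30 (adjusted p = 8.55e-05). On cellulose they had 0.96 (adjusted p = 0.0172) and 0.21 (adjusted p = 0.443), each of which changed sign with the same total TPM, to -0.16 and -0.82. Without cellulose replicate 3 the value of Glotr_63039 was 1.23 and passed, as did its value with all 3 groups in 1 fit. The differences between cedar and cellulose, 0.66 (adjusted p = 0.0739) and 1.09 (adjusted p = 0.0100), did not pass the thresholds.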

AA3_4 pyranose 2-oxidase also can potentially produce extracellular H_2_O_2_ [44] and we found that the sole AA3_4 gene in *G*. *trabeum* (Glotr_116786) was upregulated on both cellulose and cedar media (Table 3). 

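Glotr_116786 had a mean TPM of 3.43 ± 0.0856 (SD, n = 3) on glucose, 79.3 ± 59.8 on cellulose and 11.7 ± 3.61 on cedar. For this gene the log2 fold change was 3.84 (standard error 0.766, adjusted p = 0.00618) on cellulose and 1.59 (standard error 0.225, adjusted p = 0.000784) on cedar. The call on cellulose was lost without glucose replicate 1 (3.84), glucose replicate 2 (3.85), glucose replicate 3 (3.82), cellulose replicate 1 (3.48) or cellulose replicate 2 (3.22), and with the same total TPM for each library (2.74), the adjusted p running over all alternatives from 7.49e-06 to 0.0253. With all 3 groups in 1 fit the call on cedar was lost, where its adjusted p ran from 2.37e-05 to 0.0785.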

The AA3_1 enzyme family is the flavin domain of cellobiose dehydrogenase, mostly fused with the AA8 domain, which has also been reported to produce H_2_O_2_ [45]. Glotr_113732, the only AA3_1 gene in *G*. *trabeum*, lacks the AA8 domain. This gene was also upregulated on cellulose and cedar media in our work (Table 3). 

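Glotr_113732 was low, with a mean TPM of 1.24 ± 0.0955 (SD, n = 3) on glucose, 4.94 ± 2.24 on cellulose and 9.53 ± 1.56 on cedar. The log2 fold change was 1.56 (standard error 0.300, adjusted p = 0.00527) on cellulose and 2.52 (standard error 0.138, adjusted p = 9.22e-06) on cedar, with 0.96 (adjusted p = 0.0445) between cedar and cellulose. On cellulose the threshold was missed without glucose replicate 1 (1.59), glucose replicate 2 (1.52), glucose replicate 3 (1.58) or cellulose replicate 1 (1.55). Rescaled to the same total TPM, the value was 0.61 and did not pass, and the adjusted p ran over all alternatives from 0.000549 to 0.0837.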

AA5_1 copper-radical oxidases (CROs) are H_2_O_2_-generating enzymes that have broad substrate specificity [17]. 

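Table 3 lists the AA5_1 genes Glotr_65654 and Glotr_35436. Glotr_65654 had a mean TPM of 238 ± 9.89 (SD, n = 3) on glucose, 337 ± 5.90 on cellulose and 141 ± 7.81 on cedar, with log2 fold changes of 0.50 (standard error 0.130, adjusted p = 0.0176) on cellulose and -0.76 (standard error 0.100, adjusted p = 0.000561) on cedar. Its ratios of 1.42 and 0.592 passed neither fold threshold, and its value on cellulose changed sign to -0.66 with the same total TPM for each library. Between cedar and cellulose it had -1.26 (adjusted p = 0.00125), past the thresholds in 5 of the 6 fits that left out 1 library. Glotr_35436 stayed under 1 TPM, at 0.151 ± 0.0305 on glucose, 0.145 ± 0.0548 on cellulose and 0.322 ± 0.0780 on cedar, with log2 fold changes of -0.01 (adjusted p = 0.947) on cellulose, of either sign across the alternatives, and 0.33 (adjusted p = 0.0818) on cedar. At an unadjusted p under 0.05, 1 of the AA5_1 genes was higher on cellulose and 1 lower on cedar.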

*G*. *trabeum* has two CRO2 genes (Glotr_605654 and Glotr_35436), but these genes were not determined to be DEGs when *G*. *trabeum* was grown on either cellulose or cedar media (Table 3).

#### Other remarkable DEGs

Of the 20 genes that were upregulated to the greatest degree, several came from the major facilitator superfamily (MFS) transporter genes (S7 Table). Three of these were upregulated on cellulose and five on cedar. Of these, Glotr_125226 and Glotr_77119 were upregulated on both cellulose and cedar. 

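Of the MFS genes in S7 Table, Glotr_117176 is listed on cellulose alone, and Glotr_139707, Glotr_122499 and Glotr_131603 on cedar alone. Glotr_117176 rose from 0.534 ± 0.0595 TPM (SD, n = 3) on glucose to 135 ± 68.7 on cellulose, a ratio of 253, and to 21.7 ± 8.81 on cedar, a ratio of 40.7. On cedar the ratios of Glotr_139707, Glotr_122499 and Glotr_131603 were 236, 163 and 112, and on cellulose 116, 6.55 and 46.5. All 4 were upregulated on both substrates, with log2 fold changes from 2.46 to 6.88 on cellulose (highest adjusted p = 0.000270) and from 4.33 to 7.53 on cedar (highest adjusted p = 3.20e-05). By ratio, with the genes listed at 0 on glucose included, Glotr_117176 was number 18 on cellulose, and Glotr_139707, Glotr_122499 and Glotr_131603 were numbers 14, 22 and 26 on cedar. Between cedar and cellulose, Glotr_122499 had 4.62 (adjusted p = 0.000168) and Glotr_117176 -2.55 (adjusted p = 0.00775), the latter past the thresholds in 1 of the 6 fits that left out 1 library.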

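Glotr_125226 had a mean TPM of 0.180 ± 0.189 (SD, n = 3) on glucose, 159 ± 65.3 on cellulose and 327 ± 72.4 on cedar, and Glotr_77119 had 2.98 ± 0.401 on glucose, 2079 ± 291 on cellulose and 520 ± 127 on cedar. Their ratios were 886 and 698 on cellulose, numbers 7 and 9 among the upregulated genes, and 1823 and 175 on cedar, numbers 7 and 18. The log2 fold changes were 7.81 (standard error 0.373, adjusted p = 1.79e-05) and 9.22 (standard error 0.156, adjusted p = 7.57e-07) on cellulose, and 8.92 (standard error 0.237, adjusted p = 4.46e-07) and 7.20 (standard error 0.199, adjusted p = 5.00e-07) on cedar. With 1 library left out they stayed past both thresholds on both substrates. Glotr_125226 was close to 0 TPM on glucose, so its log2 fold change depends on the added 0.5.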

The precise functions of these transporters are difficult to assign based on sequence homology, although the best hit (29–37% identity at 86–95% coverage, with a bit score of 202–236) within the Swiss-Prot database is the lactose permease from *Kluyveromyces lactis* (UniProt accession number P07921).

## Discussion

In this study, we analyzed the transcriptome responses of the brown rot fungus *G*. *trabeum* when grown on cellulose or Japanese cedar (conifer) cultures to elucidate the inherent plant cell wall degrading ability of this fungus. We focused on genes that had been reported previously to be potentially involved in the CMF reaction and subsequent enzymatic saccharification reactions in wood cell wall degradation, and found unique gene induction patterns for this fungus when grown on cellulose and cedar in comparison to growth on glucose.

### Cellulose and hemicellulose degradation

Relative to enzymatic action on polysaccharides, *G*. *trabeum* was previously proposed to degrade cellulose using GH5_5 and GH12 endoglucanases because it lacked GH6 and GH7 cellobiohydrolase genes [5]. In our current research, GH5_5 and GH12 genes were dramatically upregulated when *G*. *trabeum* was grown on cedar, and especially on cellulose. GH5_5 genes were also upregulated on lignocellulose media in other brown rot fungi [46–48]. However, prior research showed that GH12 genes were not upregulated in *Rhodonia placenta* and *Wolfiporia cocos*, but *S*. *lacrymans* upregulated this family of genes in pine cultures [46–48]. Our current data, taken with that in the literature, suggests that GH12 genes are expressed under different regulations depending on brown rot species.

GH131, coding for a putative cellulose degrading β-glucanase, was upregulated on lignocellulose media by *G*. *trabeum*. Previous research also showed that *S*. *lacrymans* upregulated a GH131 gene in pine cultures (*R*. *placenta* and *W*. *cocos* do not possess this gene family) [48]. In addition, GH131 genes were also upregulated in lignocellulose media by at least two white rot fungi [49,50]. The precise function of GH131 enzymes is still unclear at present, but these results suggest the importance of this family of enzymes in lignocellulose degradation for wood decay fungi.

Among the AA9 genes, only GtLPMO9B was upregulated on lignocellulose media. GtLPMO9B was previously reported to have activity on cellulose and xyloglucan [51]. This property of GtLPMO9B is consistent with the result of upregulation on lignocellulose media. Although GtLPMO9A demonstrated significant activity against xyloglucan in prior research [30], it was downregulated on both cellulose and cedar media. GtLPMO9A is speculated to function in primary wood cell wall degradation [30] and it might function when *G*. *trabeum* attacks grasses or other plants without heavily lignified secondary cell walls. In *S*. *lacrymans*, three AA9 genes were upregulated on pine cultures [48]; however, in *R*. *placenta* and *W*. *cocos* [46,52] AA9 genes were not determined to be DEGs on lignocellulose media. To date, there have been only two brown rot AA9 enzymes that have been characterized [30,51], and these two AA9s are from *G*. *trabeum*. To better understand the role of AA9 enzymes in brown rot fungi, additional enzymatic characterization of this family of enzymes is needed.

With hemicellulases, as seen in other brown rot fungi, *G*. *trabeum* upregulated GH10 and GH5_7 genes on lignocellulose media [46,48,52]. In addition we found that the CE1 gene in *G*. *trabeum* was upregulated on lignocellulose media, which appears to be a unique new finding in *G*. *trabeum*. Presley et al. [53] suggested that the CE1 gene contributed to the grass substrate-degrading ability of *G*. *trabeum*, as *S*. *lacrymans* which does not have CE1 gene, does not efficiently degrade grasses. As we did not test on grasses, we are unable to confirm this finding; however, the upregulation of the CE1 gene on lignocellulose media suggests its importance in arabinoxylan degradation in *G*. *trabeum*.

### Biosynthesis of LMW iron-binding metabolites

As mentioned in the Results section, secondary metabolites such as quinones and catechols function as LMW chelators which have been shown to induce the CMF reaction in brown rot fungi [2,35,54]. In the present study, similarly to prior work with the brown rot *R*. *placenta*, *G*. *trabeum* showed no upregulation of PKS genes on lignocellulose media [47]. Conversely, *W*. *cocos* showed upregulation of a PKS gene on aspen and pine media [46]. Riley et al. [6] showed that brown rot fungi have a larger number of PKS genes in their genomes compared to white rot fungi. Although our data is too limited to make a definitive conclusion, our results suggest that PKS genes may not be directly related to LMW chelator action involved in wood degradation by *G*. *trabeum*. Contrary to PKS genes, TS genes were upregulated on lignocellulose media in *G*. *trabeum*. A TS gene was also upregulated on pine media in *W*. *cocos* [46], while no upregulation in TS genes was observed in *R*. *placenta* [47]. There is no direct evidence for the relatedness of TS genes in siderophore production, but the upregulated TS genes in these two brown rot fungi might be involved in the production of iron-binding chelating metabolites similar to siderophores; potentially if associated in a CYP cluster with P450 genes (below).

In this study, while many genes were upregulated both for cellulose and cedar conditions, significantly more P450 genes were upregulated on cedar than cellulose. P450 gene upregulation in coniferous cultures is a common trend in brown rot fungi [46,47]. Considering the diversity of P450 functions and the difficulty in predicting specific functions based on sequence similarity, the specific functions of these upregulated P450 genes are difficult to predict. Previous studies have suggested that P450s are involved in the degradation of lignins and terpenes [38,40,55]. The increased gene expression of the P450s on conifers in brown rot fungi suggests the involvement of the P450s in the degradation of these compounds as suggested in earlier research [46]. However, some reports which show gene clusters of P450s with TSs suggest the involvement of P450 enzymes in iron-binding metabolite biosynthesis [56]. Additional study of both the upregulated P450s and TSs found in this study may be fruitful in uncovering novel iron chelator biosynthesis pathways involving these P450s and TSs.

### Enzymes potentially involved in LMW catechol redox reactions

An AA6 quinone reductase was previously found to serve as a reductant of 2,5-DMBQ. The involvement of this metabolite in CMF reactions by *G*. *trabeum* has been suggested in the literature [12,57]. In our research, *G*. *trabeum* showed no upregulation of AA6 genes on lignocellulose media, which is not surprising given the breadth of substrates that AA6 enzymes can act on and the more common role of quinone reductases in the detoxification of quinones and reduction of oxidative stress in the extracellular environment [58,59]. We suggest that it would not be possible for an AA6 quinone reductase to diffuse deep into the wood cell wall where 2,5-DMBQ and lignin-derived compounds need to cycle to reduce iron as part of the CMF reaction. In other research, upregulation of AA6 genes also was not shown when *W*. *cocos* was grown on wood; however, an AA6 gene was upregulated on cellulose and aspen cultures in *R*. *placenta* [8,46,52]. Even though the involvement of the AA6 enzyme in *G*. *trabeum* and *W*. *cocos* CMF reactions does not appear to be strong, it is possible that it may play a role in some other brown rot degradative mechanisms.

A *G*. *trabeum* AA1_1 laccase gene was upregulated on lignocellulose media similarly to that previously reported in *R*. *placenta* and *W*. *cocos* [46,52]. As with the AA6 enzymes (and all known extracellular enzymes), AA1_1 enzymes would be too large to penetrate deep into the wood cell wall. This may suggest AA1_1 works in the extracellular matrix (ECM) surrounding the fungal hyphae to initially oxidize fungal hydroquinone metabolites to semiquinones to permit the semiquinones, with their better iron-reduction potential, to then diffuse into the wood cell wall. This role in the fungal ECM would also extend to detoxification of other phenolic compounds to protect the fungus.

*G*. *trabeum* also upregulated putative Fe^3+^-reducing GLP genes on cellulose and cedar media similar to that found with *R*. *placenta* and *W*. *cocos* when grown on wood substrates[46,52]. The estimated size of these gene products was ca. 13–24 kDa, and would be much larger than could penetrate the intact wood cell wall. We therefore propose that it is unlikely that these products are involved directly in brown rot action on the wood cell wall as has also been previously discussed [60]. The physiological role of GLP is obscure, but the upregulation in lignocellulose cultures in brown rot fungi suggests a function related in some other manner to wood degradation processes.

### Oxalate and H_2_O_2_ production

Relative to oxalic acid production by *G*. *trabeum*, an OAH gene was upregulated on cellulose media but downregulated on cedar media. In prior research with *R*. *placenta* and *W*. *cocos*, OAH genes were not upregulated on lignocellulose media [46,47]. In our work, however, a GLX gene was upregulated on lignocellulose media in *G*. *trabeum*. GLX genes were also upregulated on aspen and pine in *W*. *cocos*, but not upregulated in *R*. *placenta* [46,47]. This suggests that oxalic acid production by GLX is induced on lignocellulose media, at least in these two fungi. Zhuang et al. [42] showed that in ^13^C metabolic flux experiments, *G*. *trabeum* predominantly used the OAH pathway for oxalic acid production under low C/N conditions, while the GLX pathway predominated under high C/N conditions. However, qPCR results showed no significant difference in the gene expression levels when comparing the two C/N conditions. Wood is a low nitrogen environment and our data support that growth of *G*. *trabeum* on high C/N substrates like wood induces GLX gene expression.

We also examined several oxidase genes related to H_2_O_2_ production in this study. *G*. *trabeum* dramatically upregulated AA3_3 methanol oxidase and also upregulated AA3_1, AA3_2, and AA3_4 genes when on cellulose and cedar; however, AA5_1 genes were not upregulated. AA3_3 genes were also previously shown to be highly upregulated in other brown and white rot fungi when on wood substrates [46,52,61,62] suggesting the importance of this family of enzymes in wood degradation processes. AA3_1 and AA3_4 genes are not generally present in brown rot fungi [6] and AA3_2 genes have been shown not to be upregulated in other brown rot fungi [46,52]. However AA5_1 genes were shown to be upregulated in other brown rot fungi such as *R*. *placenta* and *W*. *cocos* [46,52]. This suggests that these enzymes may play a role in differential substrate degradation properties of these brown rot fungi. Considering that these enzymes possibly produce H_2_O_2_ in the fungal ECM, the role of enzymatically-generated H_2_O_2_ in *G*. *trabeum* decay is uncertain. However, it is clear that with the large number of genes that are upregulated for H_2_O_2_ biosynthesis, the role or roles played by H_2_O_2_ appear to be important to the fungus, particularly during wood decay.

### Limitations of this research and current transcriptomic analyses

Zhang et al. [4] demonstrated the importance of temporal analysis for the study of brown rot mechanisms by RNA-seq analysis of three sequential decay stages of mycelia. Wu et al. [63] further discussed the importance of gene expression and gene editing corresponding to the degradation of different woody substrates in both brown rot and white rot fungi. The gene expression profiles of the brown rot fungus discussed in the current study are based on a single time point data and with a limited substrate selection. We used different cultivation periods for glucose and lignocellulose substrates (glucose-3 days, cellulose and cedar-5 days) to adjust for the different growth stages of the fungus on these substrates. On glucose *G*. *trabeum* grows quickly, but it undergoes autolysis after 5 days. On wood substrates however, *G*. *trabeum* grows adqeuately for analysis only after 5 days. Therefore, the differences in gene expression patterns noted provide useful data, but we recognize that they allow only a limited comparison of the *G*. *trabeum* transcriptome to that of other degradative fungi on a diverse array of substrates. To detail the differences between brown rot fungal wood decay species, future research must focus on the analysis of multiple time point transcriptomes using additional substrates with different degrees of lignification, and also with wood substrates containing different levels and types of wood extractives and resins. Furthermore, it is important to recognize that all enzymes expressed by fungi may not have specific roles, and at least some gene products from fungi must be considered vestigial, pseudo-enzymes in nature, similar to those found in other organisms [64]. We recognize the importance of exploration of the genome for new enzymes and enzyme expression patterns in fungi, but also recognize that without linkage of secretion to actual function via degradation analyses, that much additional research remains to be conducted. The research we present in this paper provides initial findings along that path for brown rot fungi.

## Conclusion

In this study, we performed RNA-seq analysis of the well-studied brown rot fungus *G*. *trabeum* cultured on lignocellulose media. In contrast to other brown rot fungi such as *R*. *placenta* and *W*. *cocos*, *G*. *trabeum* upregulated GH12, AA9 and AA3_2 genes in lignocellulose media. In addition, unlike other brown rot fungi, *G*. *trabeum* possesses GH131, CE1, AA3_1, and AA3_4 genes, and these genes also were upregulated on lignocellulose media. These results suggest the contribution of these genes in the inherent plant substrate assimilation properties of *G*. *trabeum*. Conversely, however, AA6 and AA5_1 genes, which were upregulated in *R*. *placenta*, were not upregulated in *G*. *trabeum*. The upregulation of both TS and P450 genes suggests the potential importance of these genes in the production of secondary metabolites that should be explored further for the potential of gene products in brown rot CMF reactions.

These different gene expression patterns provide clues that may help to clarify the basis for different lignocellulose-degrading capacities and substrate selection by different brown rot fungal species. This study provides new insights into the inherent lignocellulose-degrading ability of *G*. *trabeum* and the diversity of the brown rot mechanisms, but further characterization of lignocellulose-upregulated genes will help to clarify novel factors leading to the elucidation of brown rot mechanisms.

## Supporting information

S1 Table Summary of sample information and transcriptome sequencing output statistics for the RNA-seq libraries. (DOCX) Click here for additional data file.

S2 Table Transcriptome expression levels of all *G*. *trabeum* genes. (XLSX) Click here for additional data file.

S3 Table *G*. *trabeum* genes encoding putative cellulose and hemicellulose degrading enzymes that were not upregulated on lignocellulose media. (DOCX) Click here for additional data file.

S4 Table *G*. *trabeum* genes potentially involved in LMW iron-binding metabolite synthesis that were not upregulated on lignocellulose media. (DOCX) Click here for additional data file.

S5 Table *G*. *trabeum* genes previously reported as potentially involved in LMW catechol redox reactions and the production of oxalate and H_2_O_2_, but that were not upregulated on lignocellulose media. (DOCX) Click here for additional data file.

S6 Table *G*. *trabeum* genes encoding cytochrome P450 that were upregulated on cellulose and/or cedar. (DOCX) Click here for additional data file.

S7 Table 20 *G*. *trabeum* genes with the greatest upregulation on cellulose or cedar. (A) Cellulose, (B) Cedar.
(DOCX) Click here for additional data file.

# Supplementary material for: Transcriptome analysis of the brown rot fungus Gloeophyllum trabeum during lignocellulose degradation
**Source:** PLoS One. 2020 Dec 14;15(12):e0243984. doi: 10.1371/journal.pone.0243984
**Supplement:** S1 Table

**S1 Table.** Summary of sample information and transcriptome sequencing output statistics for the RNA-seq libraries.

| Growth condition | Replicate | Raw reads | Reads after quality control | Reads pseudoaligned |
| --- | --- | --- | --- | --- |
| Glucose | 1 | 14,254,120 | 13,667,141 (95.9%) | 10,054,610 (73.6%) |
|  | 2 | 14,711,744 | 14,121,090 (96.0%) | 10,305,832 (73.0%) |
|  | 3 | 17,958,770 | 17,350,782 (96.6%) | 13,556,464 (78.1%) |
| Cellulose | 1 | 24,832,769 | 24,201,887 (97.5%) | 14,832,201 (61.3%) |
|  | 2 | 19,980,805 | 19,489,030 (97.5%) | 12,812,884 (65.7%) |
|  | 3 | 18,186,261 | 17,759,800 (97.7%) | 11,310,370 (63.7%) |
| Cedar | 1 | 20,905,997 | 20,290,420 (97.1%) | 14,029,414 (69.1%) |
|  | 2 | 21,315,558 | 20,697,318 (97.1%) | 15,079,412 (72.9%) |
|  | 3 | 23,935,005 | 23,264,486 (97.2%) | 15,893,094 (68.3%) |

# Supplementary material for: Transcriptome analysis of the brown rot fungus Gloeophyllum trabeum during lignocellulose degradation
**Source:** PLoS One. 2020 Dec 14;15(12):e0243984. doi: 10.1371/journal.pone.0243984
**Supplement:** S3 Table

**S3 Table.** *G. trabeum* genes encoding putative cellulose and hemicellulose degrading enzymes that were not upregulated on lignocellulose media.

|  |  | TPM(Average)^a^ | | | Cel/Glc^b^ | | Cedar/Glc^b^ | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ID | Putative function | Glc | Cel | Cedar | Ratio | Q value | Ratio | Q value | Up^c^ | Down^c^ |
| 69702 | AA9 lytic polysaccharide monooxygenase | 30.6 | 44.7 | 52.2 | 1.5 | 0.034 | 1.7 | 0.021 |  |  |
| 103762 | AA9 lytic polysaccharide monooxygenase | 1.8 | 0.7 | 2.2 | 0.4 | 0.027 | 1.3 | 0.055 |  |  |
| 12971 | GH3 exo-β-glycosidase | 29.1 | 21.6 | 16.2 | 0.7 | 0.034 | 0.6 | 0.026 |  |  |
| 75899 | GH3 exo-β-glycosidase | 105.1 | 158.9 | 38.9 | 1.5 | 0.003 | 0.4 | 0.000 |  | S |
| 138774 | GH3 exo-β-glycosidase | 72.7 | 49.0 | 34.2 | 0.7 | 0.042 | 0.5 | 0.012 |  |  |
| 49126 | GH1 β-glucosidase | 4.3 | 1.9 | 4.4 | 0.4 | 0.026 | 1.0 | 0.185 |  |  |
| 49308 | GH1 β-glucosidase | 3.9 | 1.7 | 4.9 | 0.4 | 0.018 | 1.3 | 0.013 |  |  |
| 81012 | GH1 β-glucosidase | 233.5 | 141.3 | 13.1 | 0.6 | 0.170 | 0.1 | 0.000 |  | S |
| 106990 | GH1 β-glucosidase | 0.4 | 0.4 | 0.9 | 1.0 | 0.439 | 2.2 | 0.126 |  |  |
| 138785 | GH10 β-1,4-xylanase | 1.6 | 1.6 | 2.4 | 1.1 | 0.503 | 1.5 | 0.013 |  |  |
| 50873 | GH28 endopolygalacturonase | 1.3 | 1.8 | 2.4 | 1.4 | 0.061 | 1.8 | 0.020 |  |  |
| 110574 | GH28 endopolygalacturonase | 1.4 | 0.7 | 2.3 | 0.5 | 0.026 | 1.6 | 0.150 |  |  |
| 117232 | GH28 endopolygalacturonase | 45.6 | 14.8 | 22.4 | 0.3 | 0.016 | 0.5 | 0.001 |  | S |
| 120615 | GH28 endopolygalacturonase | 0.2 | 0.1 | 0.3 | 0.8 | 0.103 | 1.6 | 0.020 |  |  |
| 122631 | GH28 endopolygalacturonase | 0.7 | 0.5 | 1.1 | 0.7 | 0.072 | 1.5 | 0.013 |  |  |
| 140071 | GH28 endopolygalacturonase | 1.4 | 1.0 | 0.8 | 0.7 | 0.078 | 0.6 | 0.020 |  |  |
| 112531 | CE8 pectin metylesterase | 1.0 | 0.8 | 2.7 | 0.8 | 0.577 | 2.6 | 0.018 |  |  |

# ^a^Mean TPM value for each condition (n=3).

^b^Ratio of TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: cellulose, S: cedar.

# Supplementary material for: Transcriptome analysis of the brown rot fungus Gloeophyllum trabeum during lignocellulose degradation
**Source:** PLoS One. 2020 Dec 14;15(12):e0243984. doi: 10.1371/journal.pone.0243984
**Supplement:** S4 Table

**S4 Table.** *G. trabeum* genes potentially involved in LMW iron-binding metabolite synthesis that were not upregulated on lignocellulose media.

|  |  | TPM(Average)^a^ | | | Cel/Glc^b^ | | Cedar/Glc^b^ | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ID | Putative function | Glc | Cel | Cedar | Ratio | Q value | Ratio | Q value | Up^c^ | Down^c^ |
| 91951 | Polyketide synthase (PKS4^d^) | 22.1 | 7.5 | 6.8 | 0.3 | 0.004 | 0.3 | 0.001 |  | C, S |
| 103847 | Polyketide synthase (PKS2^d^) | 2.5 | 3.2 | 4.8 | 1.3 | 0.088 | 1.9 | 0.000 |  |  |
| 116317 | Polyketide synthase (PKS1^d^) | 104.3 | 16.7 | 3.2 | 0.2 | 0.000 | 0.0 | 0.000 |  | C, S |
| 140669 | Polyketide synthase (PKS7^d^) | 4.9 | 3.2 | 5.5 | 0.7 | 0.085 | 1.1 | 0.015 |  |  |
| 47645 | Terpene synthase | 5.5 | 1.1 | 3.5 | 0.2 | 0.002 | 0.6 | 0.024 |  | C |
| 48290 | Terpene synthase | 4.0 | 1.6 | 2.2 | 0.4 | 0.004 | 0.6 | 0.008 |  | C |
| 64172 | Terpene synthase | 121.4 | 189.9 | 31.8 | 1.6 | 1.000 | 0.3 | 0.000 |  | S |
| 78472 | Terpene synthase | 2.5 | 3.0 | 2.5 | 1.2 | 0.146 | 1.0 | 0.029 |  |  |
| 117180 | Terpene synthase | 75.8 | 117.1 | 72.3 | 1.5 | 0.954 | 0.3 | 1.000 |  |  |
| 117331 | Terpene synthase | 162.4 | 261.5 | 49.8 | 1.6 | 1.000 | 0.3 | 0.000 |  | S |

# ^a^Mean TPM value for each condition (n=3).

^b^Ratio of TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: cellulose, S: cedar.

^d^Lackner G, Misiek M, Braesel J, Hoffmeister D. Genome mining reveals the evolutionary origin and biosynthetic potential of basidiomycete polyketide synthases. Fungal Genet. Biol. 2012; 49(12)**,** 996–1003. http://dx.doi.org/﻿10.1016/j.fgb.2012.09.009. PMID: 23078836

# Supplementary material for: Transcriptome analysis of the brown rot fungus Gloeophyllum trabeum during lignocellulose degradation
**Source:** PLoS One. 2020 Dec 14;15(12):e0243984. doi: 10.1371/journal.pone.0243984
**Supplement:** S5 Table

**S5 Table.** *G. trabeum* genes previously reported as potentially involved in LMW catechol redox reactions and the production of oxalate and H_2_O_2_, but that were not upregulated on lignocellulose media.

|  |  | TPM(Average)^a^ | | | Cel/Glc^b^ | | Cedar/Glc^b^ | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ID | Putative function | Glc | Cel | Cedar | Ratio | Q value | Ratio | Q value | Up^c^ | Down^c^ |
| 43770 | AA1_1 laccase | 2.9 | 1.7 | 4.5 | 0.6 | 0.013 | 1.6 | 0.005 |  |  |
| 107459 | AA1_1 laccase | 1.8 | 0.7 | 2.3 | 0.4 | 0.003 | 1.3 | 0.013 |  | C |
| 127593 | AA1_1 laccase | 4.3 | 3.3 | 8.5 | 0.8 | 0.142 | 2.0 | 0.005 |  |  |
| 61065 | Glyoxylate dehydrogenase | 19.0 | 34.5 | 16.5 | 1.8 | 0.001 | 0.9 | 0.019 |  |  |
| 106260 | AA3_3 alcohol oxidase | 6.8 | 8.1 | 3.3 | 1.2 | 1.000 | 0.5 | 0.148 |  |  |

# ^a^Mean TPM value for each condition (n=3).

^b^Ratio of TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: cellulose, S: cedar.

# Supplementary material for: Transcriptome analysis of the brown rot fungus Gloeophyllum trabeum during lignocellulose degradation
**Source:** PLoS One. 2020 Dec 14;15(12):e0243984. doi: 10.1371/journal.pone.0243984
**Supplement:** S6 Table

**S6 Table.** *G. trabeum* genes encoding cytochrome P450 that were upregulated on cellulose and/or cedar.

|  |  | TPM(Average)^a^ | | | Cel/Glc^b^ | | Cedar/Glc^b^ | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ID | KOG define | Glc | Cel | Cedar | Ratio | Q value | Ratio | Q value | Up^c^ | Down^c^ |
| 31501 | CYP2 | 6.0 | 8.7 | 14.6 | 1.5 | 0.008 | 2.4 | 0.000 | S |  |
| 42383 | CYP2 | 1.2 | 1.6 | 2.6 | 1.3 | 0.059 | 2.1 | 0.001 | S |  |
| 44705 | CYP2 | 2.5 | 2.1 | 8.0 | 0.9 | 0.097 | 3.2 | 0.000 | S |  |
| 45842 | CYP2 | 3.6 | 2.1 | 9.1 | 0.6 | 0.036 | 2.6 | 0.000 | S |  |
| 45946 | CYP3/CYP5/CYP6/CYP9 | 1.2 | 1.1 | 3.8 | 0.9 | 0.143 | 3.2 | 0.000 | S |  |
| 46298 | CYP2 | 23.0 | 32.7 | 67.5 | 1.4 | 0.004 | 2.9 | 0.000 | S |  |
| 48505 | CYP2 | 23.5 | 451.9 | 335.6 | 19.2 | 0.015 | 14.3 | 0.004 | S |  |
| 48978 | CYP2 | 0.8 | 2.0 | 5.7 | 2.6 | 0.027 | 7.4 | 0.000 | S |  |
| 50230 | CYP4/CYP19/CYP26 | 21.1 | 51.4 | 57.1 | 2.4 | 0.014 | 2.7 | 0.000 | S |  |
| 50598 | CYP2 | 6.2 | 4.8 | 16.7 | 0.8 | 0.402 | 2.7 | 0.000 | S |  |
| 82138 | NA (CYP4/CYP19/CYP26 ) ^d^ | 0.1 | 0.4 | 0.5 | 5.2 | NA | 6.2 | 0.003 | S |  |
| 82372 | CYP4/CYP19/CYP26 | 5.3 | 8.5 | 18.3 | 1.6 | 0.116 | 3.4 | 0.000 | S |  |
| 94923 | CYP2 | 0.6 | 0.5 | 2.4 | 0.8 | 0.520 | 3.9 | 0.004 | S |  |
| 107059 | CYP2 | 3.0 | 3.7 | 8.4 | 1.3 | 0.428 | 2.8 | 0.003 | S |  |
| 116311 | CYP4/CYP19/CYP26 | 1.0 | 0.6 | 4.2 | 0.6 | 0.052 | 4.3 | 0.000 | S |  |
| 120247 | CYP2 | 4.6 | 3.7 | 15.9 | 0.8 | 0.024 | 3.4 | 0.000 | S |  |
| 123943 | CYP2 | 2.0 | 4.5 | 4.1 | 2.2 | 0.166 | 2.0 | 0.001 | S |  |
| 127266 | CYP2 | 5.3 | 2.8 | 11.0 | 0.5 | 0.008 | 2.1 | 0.001 | S |  |
| 128802 | CYP2 | 1.8 | 1.5 | 5.9 | 0.8 | 0.087 | 3.2 | 0.000 | S |  |
| 133732 | CYP4/CYP19/CYP26 | 3.9 | 2.3 | 9.9 | 0.6 | 0.038 | 2.5 | 0.000 | S |  |
| 140036 | CYP3/CYP5/CYP6/CYP9 | 9.6 | 4.8 | 65.8 | 0.5 | 0.002 | 6.9 | 0.000 | S |  |
| 9976 | CYP2 | 3.2 | 18.1 | 27.7 | 5.7 | 0.002 | 8.7 | 0.000 | C, S |  |
| 30236 | CYP4/CYP19/CYP26 | 0.6 | 3.0 | 2.1 | 4.8 | 0.005 | 3.3 | 0.001 | C, S |  |
| 44427 | CYP4/CYP19/CYP26 | 0.7 | 10.4 | 13.4 | 14.0 | 0.000 | 17.9 | 0.000 | C, S |  |
| 63933 | CYP2 | 0.9 | 14.3 | 62.8 | 16.0 | 0.000 | 70.2 | 0.000 | C, S |  |
| 80617 | CYP3/CYP5/CYP6/CYP9 | 7.7 | 33.9 | 61.3 | 4.4 | 0.000 | 8.0 | 0.000 | C, S |  |
| 124807 | CYP4/CYP19/CYP26 | 2.3 | 8.3 | 30.5 | 3.6 | 0.000 | 13.2 | 0.000 | C, S |  |
| 132312 | CYP3/CYP5/CYP6/CYP9 | 5.3 | 103.6 | 75.8 | 19.4 | 0.000 | 14.2 | 0.000 | C, S |  |
| 138963 | CYP4/CYP19/CYP26 | 5.1 | 47.1 | 50.0 | 9.2 | 0.000 | 9.7 | 0.000 | C, S |  |
| 140224 | CYP2 | 11.9 | 932.8 | 529.4 | 78.3 | 0.000 | 44.4 | 0.000 | C, S |  |
| 140284 | CYP2 | 1.8 | 12.3 | 15.2 | 6.6 | 0.000 | 8.2 | 0.000 | C, S |  |
| 43580 | CYP2 | 6.3 | 20.0 | 15.6 | 3.2 | 0.005 | 2.5 | 0.017 | C |  |
| 112374 | CYP2 | 95.6 | 301.6 | 146.7 | 3.2 | 0.000 | 1.5 | 0.016 | C |  |
| 115907 | CYP4/CYP19/CYP26 | 15.2 | 38.5 | 24.8 | 2.5 | 0.000 | 1.6 | 0.006 | C |  |
| 132663 | CYP4/CYP19/CYP26 | 20.5 | 42.2 | 29.5 | 2.1 | 0.004 | 1.4 | 0.006 | C |  |

# ^a^Mean TPM value for each condition (n=3).

^b^Ratio of the TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: cellulose, S: cedar.

^d^NA: not applicable. The annotations in parenthesis are the results from a Conserved Domain Search service (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi) (﻿Marchler-Bauer A, Bo Y, Han L, He J, Lanczycki CJ, Lu S, et al. CDD/SPARCLE: Functional classification of proteins via domain architectures. Nucleic Acids Res. 2017; 45:D200–D203. doi:10.1093/nar/gkw1129. PMID: 27899674).

# Supplementary material for: Transcriptome analysis of the brown rot fungus Gloeophyllum trabeum during lignocellulose degradation
**Source:** PLoS One. 2020 Dec 14;15(12):e0243984. doi: 10.1371/journal.pone.0243984
**Supplement:** S7 Table — (A) Cellulose, (B) Cedar.

**S7A Table.** 20 *G. trabeum* genes with the greatest upregulation on cellulose.

|  |  | TPM(Average)^a^ | | | Cel/Glc^b^ | | Cedar/Glc^b^ | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ID | Define | Glc | Cel | Cedar | Ratio | Q value | Ratio | Q value | Up^c^ | Down^c^ |
| 46670 | Alcohol dehydrogenase, class V | 0.0 | 147.3 | 0.0 | 1.7×10^8^ | 0.001 | 377.7 | - | C |  |
| 130898 | hypothetical protein | 15.2 | 49956.2 | 14113.2 | 3296.2 | 0.000 | 931.2 | 0.000 | C, S |  |
| 63180 | GH5_5 endo-ß-1,4-glucanase | 3.4 | 8279.2 | 246.0 | 2401.3 | 0.000 | 71.4 | 0.002 | C, S |  |
| 126265 | hypothetical protein | 1.7 | 2511.2 | 2568.1 | 1437.4 | 0.000 | 1470.0 | 0.000 | C, S |  |
| 125226 | MFS transporter | 0.2 | 159.2 | 327.4 | 886.4 | 0.000 | 1822.9 | 0.000 | C, S |  |
| 138821 | GH12 endo-ß-1,4-glucanase | 4.8 | 3698.0 | 62.3 | 772.8 | 0.000 | 13.0 | 0.001 | C, S |  |
| 77119 | MFS transporter | 3.0 | 2078.5 | 519.9 | 697.8 | 0.000 | 174.5 | 0.000 | C, S |  |
| 45607 | GH5_22 ß-glycanase | 0.0 | 30.8 | 1.0 | 641.1 | 0.000 | 20.7 | 0.006 | C, S |  |
| 77637 | CE10 esterase | 0.6 | 349.0 | 165.6 | 548.1 | 0.000 | 260.1 | 0.000 | C, S |  |
| 140289 | CBM1-GH10  β-1,4-xylanase | 2.2 | 1026.3 | 138.0 | 456.5 | 0.000 | 61.4 | 0.002 | C, S |  |
| 80788 | GH109 N-acetylgalactosaminidase | 0.0 | 15.7 | 6.7 | 380.4 | 0.001 | 161.7 | 0.000 | C, S |  |
| 110321 | hypothetical protein | 7.6 | 2578.1 | 634.4 | 338.1 | 0.000 | 83.2 | 0.000 | C, S |  |
| 46499 | GH10 β-1,4-xylanase | 6.9 | 2320.5 | 106.5 | 337.1 | 0.000 | 15.5 | 0.003 | C, S |  |
| 131089 | Short-chain alcohol dehydrogenase | 0.5 | 146.2 | 102.4 | 323.8 | 0.000 | 226.7 | 0.000 | C, S |  |
| 63531 | AA9 lytic polysaccharide monooxygenase | 27.2 | 8353.6 | 798.7 | 306.6 | 0.000 | 29.3 | 0.005 | C, S |  |
| 117176 | MFS transporter | 0.5 | 134.8 | 21.7 | 252.5 | 0.000 | 40.7 | 0.000 | C, S |  |
| 137245 | hypothetical protein | 7.6 | 1845.8 | 1327.8 | 241.3 | 0.000 | 173.6 | 0.000 | C, S |  |
| 96525 | hypothetical protein | 0.9 | 218.3 | 79.1 | 235.6 | 0.000 | 85.3 | 0.000 | C, S |  |
| 141454 | hypothetical protein | 1.4 | 279.9 | 127.3 | 198.2 | 0.000 | 90.1 | 0.000 | C, S |  |
| 139980 | AA3_3 alcohol oxidase | 38.9 | 7623.2 | 9168.0 | 195.8 | 0.000 | 235.5 | 0.000 | C, S |  |

# ^a^Mean TPM value for each condition (n=3).

^b^Ratio of the TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: cellulose, S: cedar.

**S7B Table.** 20 *G. trabeum* genes with the greatest upregulation on cedar.

|  |  | TPM(Average)^a^ | | | Cel/Glc^b^ | | Cedar/Glc^b^ | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ID | Define | Glc | Cel | Cedar | Ratio | Q value | Ratio | Q value | Up^c^ | Down^c^ |
| 125226 | MFS transporter | 0.2 | 159.2 | 327.4 | 886.4 | 0.000 | 1822.9 | 0.000 | C, S |  |
| 126265 | hypothetical protein | 1.7 | 2511.2 | 2568.1 | 1437.4 | 0.000 | 1470.0 | 0.000 | C, S |  |
| 130898 | hypothetical protein | 15.2 | 49956.2 | 14113.2 | 3296.2 | 0.000 | 931.2 | 0.000 | C, S |  |
| 130130 | hypothetical protein | 0.4 | 74.3 | 342.9 | 194.5 | 0.000 | 898.0 | 0.000 | C, S |  |
| 82071 | AA4 vanillyl-alcohol oxidase | 0.1 | 1.9 | 15.4 | 36.8 | 0.000 | 295.6 | 0.000 | C, S |  |
| 77637 | CE10 esterase | 0.6 | 349.0 | 165.6 | 548.1 | 0.000 | 260.1 | 0.000 | C, S |  |
| 104526 | hypothetical protein | 1.1 | 197.4 | 277.5 | 181.3 | 0.001 | 254.8 | 0.000 | C, S |  |
| 139707 | MFS transporter | 1.8 | 212.2 | 434.0 | 115.5 | 0.000 | 236.3 | 0.000 | C, S |  |
| 139980 | AA3_3 alcohol oxidase | 38.9 | 7623.2 | 9168.0 | 195.8 | 0.000 | 235.5 | 0.000 | C, S |  |
| 131089 | Short-chain alcohol dehydrogenase | 0.5 | 146.2 | 102.4 | 323.8 | 0.000 | 226.7 | 0.000 | C, S |  |
| 73346 | 15-hydroxyprostaglandin dehydrogenase | 0.5 | 23.1 | 102.7 | 49.3 | 0.000 | 219.3 | 0.000 | C, S |  |
| 77119 | MFS transporter | 3.0 | 2078.5 | 519.9 | 697.8 | 0.000 | 174.5 | 0.000 | C, S |  |
| 133009 | hypothetical protein | 1.3 | 54.0 | 224.4 | 42.0 | 0.000 | 174.2 | 0.000 | C, S |  |
| 137245 | hypothetical protein | 7.6 | 1845.8 | 1327.8 | 241.3 | 0.000 | 173.6 | 0.000 | C, S |  |
| 40998 | Short-chain alcohol dehydrogenase | 3.3 | 538.4 | 547.3 | 164.6 | 0.000 | 167.3 | 0.000 | C, S |  |
| 122499 | MFS transporter | 2.3 | 15.1 | 373.7 | 6.6 | 0.000 | 162.6 | 0.000 | C, S |  |
| 80788 | GH109 N-acetylgalactosaminidase | 0.0 | 15.7 | 6.7 | 380.4 | 0.001 | 161.7 | 0.000 | C, S |  |
| 141070 | hypothetical protein | 2.2 | 126.0 | 279.1 | 57.0 | 0.000 | 126.2 | 0.000 | C, S |  |
| 137467 | short-chain alcohol dehydrogenase | 3.8 | 54.6 | 436.9 | 14.3 | 0.017 | 114.0 | 0.000 | S |  |
| 131603 | MFS transporter | 0.8 | 35.3 | 84.8 | 46.5 | 0.000 | 111.7 | 0.000 | C, S |  |

# ^a^Mean TPM value for each condition (n=3).

^b^Ratio of the TPM value and Q value by LRTs between cellulose and glucose, and cedar and glucose.

^c^Genes determined as upregulated (Up) or downregulated (Down). C: cellulose, S: cedar.

How the deposited data were processed for this re-analysis (not part of the article)

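RNA came from cultures of Gloeophyllum trabeum with glucose, cellulose or Japanese cedar as the carbon source, with 3 cultures and 3 libraries for each. The glucose cultures were harvested after 3 days and the others after 5 days. The authors trimmed and filtered the paired-end reads with FaQCs, pseudoaligned them to the filtered gene models of the JGI genome with Kallisto, and normalized the TPM between the libraries with Sleuth. The signal values that the authors deposited are these normalized TPM, with 1 column for each library, none of them pooled, and no column was left unused. They cover 11846 gene models, of which 877 were at 0 in every library. Above 0, no gene model had the same value in any pair of libraries. The tests had been laid out for TPM with a fixed total, but the columns sum to between 678148 TPM (glucose replicate 3) and 1680448 TPM (cellulose replicate 3). The values are thus TPM rescaled by Sleuth, on which the same test was used, and other scalings were tried as alternatives.

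By the paper's S1 Table, 10054610, 10305832 and 13556464 reads were pseudoaligned in glucose replicates 1, 2 and 3, 14832201, 12812884 and 11310370 in cellulose replicates 1, 2 and 3, and 14029414, 15079412 and 15893094 in cedar replicates 1, 2 and 3. Without read counts for each gene, the precision of a value was taken from the spread between the 3 libraries of a group. Kallisto divides the reads that match several gene models among them by estimation, so the values of near-identical members of a gene family are uncertain by an unknown amount.

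Tests across gene models used limma 3.58.1 in R 4.3.3, with lmFit, and eBayes with a mean-variance trend, on log2(TPM + 0.5). Each fit held the 2 groups compared and no covariate, over the gene models with at least 0.1 TPM in at least 3 of the 6 libraries. The comparisons were cellulose with glucose, cedar with glucose and cedar with cellulose, the last of which tests the difference between the changes on the substrates. Calls used a Benjamini-Hochberg adjusted p under 0.01 and a ratio of mean TPM of at least 2 or at most 0.5. Tables, correlations, clustering and permutations were computed with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. The separation of the carbon sources was tested on 1 minus Spearman's coefficient, over all 280 splits of the 9 libraries. Because cellulose and cedar are compared with the same glucose libraries, 20 data sets with no change and 20 with the changes on cedar shuffled within 20 bins of glucose expression were simulated. The test itself was tested on simulated data with 200 changed genes. At a fold change of 2 it recovered 0% of them among 10568 genes tested, at 4 it recovered 85.5% among 10557, and at 8 it recovered 94.5% among 10569. The genes called without a simulated change numbered 0, 3 and 0. A change of 2-fold in a small number of genes can thus be missed at this number of libraries.

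The genes named were those that the paper names by ID, the members of the families that Tables 1 to 3 and S3 to S5 list in full, the P450 genes of S6 Table as a list, and the genes of S7 Table. To these came, for each comparison, the 10 genes with the largest rise and the 10 with the largest fall among those past both thresholds whose groups did not overlap. Genes named beyond this rule are marked as such. The comparisons, tests, thresholds, this rule and all alternatives except those marked as chosen after seeing the data were set before the data were examined.

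The alternatives were an added value of 0.1 or 1 in place of 0.5, no filter or a filter of 1 TPM, rescaling to the same total TPM, median-of-ratios scaling, quantile normalization, no mean-variance trend, all 3 groups in 1 fit, the replicate number as a block, a fold change taken from the fit, an adjusted p under 0.05, and leaving out each library in turn. For the correlations they were 2 choices of gene models, Pearson's coefficient and complete linkage. Rescaling to the same total TPM over the gene models other than Glotr_134131 and Glotr_50888, and ranking without the genes listed at 0 on glucose, were chosen after seeing the data.

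Gene positions and lengths came from the RefSeq annotation, matched through the number in the locus tag for 11422 of the gene models and unmatched for 424. Of S2 Table, 1734 of the 11846 gene models were held, and it was used only for the names of single genes, so no set of genes was tested for enrichment. Sleuth's own test, the CAZyme totals of Fig 2C to 2F and the families without a full list were not analysed here.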

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

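The comparisons between carbon sources and the alternatives used in this part were set before the data were examined. These include the direct comparison of cedar with cellulose, the scalings and the fits without each library in turn. Their use to test explanations of the flagged results, and all other tests in this part, were chosen only after the result was seen.

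Cedar and cellulose, each compared with glucose in the paper, differ from each other when compared directly, and the paper does not report this comparison. Of 10503 gene models tested, 1124 were higher and 625 lower on cedar than on cellulose, and the groups did not overlap in 57.3% of them, against the 10% that chance gives. Among the 10 splits of these 6 libraries, 1 gave as many higher genes and 1 as many lower genes, in each case the real one. A share under 0.1 cannot arise with 10 splits, so by this count alone the substrate and a chance arrangement of the libraries cannot be told apart. The balance of the directions rests on the scaling. Higher genes made up 64.3% of the genes past both thresholds as deposited, 97.2% (4897 higher and 141 lower) with the same total TPM for each library, and 52.6% (726 and 653) with quantile normalization. The numbers also rest on single libraries. They were 747 and 407 without cellulose replicate 1, 931 and 379 without cellulose replicate 2, 1232 and 819 without cellulose replicate 3, 382 and 208 without cedar replicate 1, 707 and 400 without cedar replicate 2, and 287 and 149 without cedar replicate 3. Fewer libraries in a group also leave the test less power. Genes passed the thresholds in both directions as deposited, with the same total TPM and with quantile normalization. This argues against the scaling as the whole cause of the difference, while for the balance of the directions the scaling stays open. Culture time was 5 days for both substrates and does not separate them, while an effect of the carbon source itself remains open.

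Some genes moved in opposite directions on the 2 substrates relative to glucose. Of these, 11 genes were upregulated on cellulose and downregulated on cedar, and 24 were downregulated on cellulose and upregulated on cedar, and in all 35 the direct comparison passed the thresholds in the same sense. The paper names 2 of the 11, Glotr_42369 (OAH), with a log2 fold change of -7.43 (adjusted p = 0.000225) on cedar relative to cellulose, and Glotr_80540 (AA3_2), with -2.85 (adjusted p = 0.000600). When 1 library was left out in turn, these differences ran from -7.79 to -7.14 and from -2.95 to -2.68. Scaling of the cellulose libraries was weighed first, and it stays open for the 11 genes. With the same total TPM for each library, 8 of the 11 were still above glucose on cellulose and below it on cedar, but the lowest adjusted p among them on cellulose was 0.0135, so none passed there, and which scaling is right is not known. With quantile normalization 11 of the 11 kept their directions and 8 had an adjusted p under 0.01 in both comparisons. The exceptions with the same total TPM were Glotr_44070, Glotr_112049 and Glotr_134812, named here after their values were seen, whose direction on cellulose rests on the scaling. For the other 24 genes, 24 kept the opposite directions with quantile normalization. Of them, 10 had an adjusted p under 0.01 in both comparisons there, which argues against Sleuth's scaling as the whole cause for these 10. With the same total TPM 22 did, but that rescaling lowers all genes on cellulose and so favours this set. For the rest of the 24 the scaling stays open. A single library cannot be the whole cause of the opposite calls. Sought afresh among all genes in the fits without each library in turn, at least 10 genes were called in opposite directions. Of the 35 genes themselves, 8, 11 and 12 were called so again without glucose replicates 1, 2 and 3. Without each cellulose or cedar library, 22 to 33 of them were. The number sought afresh went from 35 to 10, 13 and 14 without glucose replicates 1, 2 and 3. Each glucose library serves both comparisons, and fewer libraries leave the test less power, so this fall does not point to a particular library. The number went to 48 without cellulose replicate 3. Genes upregulated on cellulose and downregulated on cedar ran from 3 without glucose replicate 1 to 24 without cellulose replicate 3. Genes with the opposite calls ran from 7 without each glucose library to 29 without cellulose replicate 2. The harvest at 5 days was common to cellulose and cedar, so an effect of culture time alike on both cannot give opposite directions. An effect of culture time that differs between the substrates stays open, since each substrate was sampled at 5 days only. For the 10 genes that passed with quantile normalization, these tests leave a response that depends on the carbon source as a hypothesis. It was found and tested on the same data. Reads shared between similar gene models were not tested.

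Among the 10 gene models with the highest TPM on cellulose or cedar, 5 that are in none of Tables 1 to 3 and S3 to S7 rose on that substrate. They were chosen after their values were seen. Glotr_42001, of 192 bp, had a mean TPM of 5888 ± 964 (SD, n = 3) on glucose, 59537 ± 35782 on cellulose and 51223 ± 21605 on cedar, with log2 fold changes of 3.09 (adjusted p = 0.00965) and 3.03 (adjusted p = 0.00114). Glotr_92695 had 249 ± 62.8, 36964 ± 9432 and 12166 ± 5283 TPM, with 7.21 (adjusted p = 1.70e-05) on cellulose and 5.56 (adjusted p = 1.57e-05) on cedar. Glotr_14179, which S2 Table names a hydrophobin, had 1076 ± 146, 13330 ± 6957 and 1190 ± 666 TPM, with 3.50 (adjusted p = 0.000944) on cellulose, -0.07 on cedar, and -3.57 (adjusted p = 0.00604) on cedar relative to cellulose, the last past the thresholds in 1 of the 6 fits that left out 1 library. On cedar, Glotr_67345 had 4.39 (adjusted p = 4.20e-06) and Glotr_21379 had 3.27 (adjusted p = 2.83e-05), from 529 ± 71.3 and 822 ± 57.1 TPM on glucose to 11108 ± 1341 and 8056 ± 1755. Both were also upregulated on cellulose, with 3.06 (adjusted p = 0.000127) and 2.89 (adjusted p = 0.000291). Neither differed past the threshold between cedar and cellulose (adjusted p = 0.0198 and 0.45). Without these changes on cellulose, the rises number 7. In these 7 rises, each of the 3 libraries on the substrate was above each glucose library.

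For 6 of these 7 rises, the scaling is argued against as the whole cause, since with the same total TPM for each library the lowest of the 6 log2 fold changes was 2.33 (Glotr_14179 on cellulose) and all were past the thresholds. That of Glotr_42001 on cellulose fell to 1.92 (adjusted p = 0.0342) and no longer passed, as also with an added value of 0.1 and without a filter, and its adjusted p ran over all alternatives from 0.000629 to 0.0391. It also missed the threshold without glucose replicate 1 (3.20), glucose replicate 2 (3.09), glucose replicate 3 (2.96), cellulose replicate 1 (2.67) or cellulose replicate 2 (2.83), so for this gene a rise and the scaling cannot be told apart with 3 libraries. A length bias of short gene models as a class is argued against on cellulose, since the median log2 fold change there was -0.24 over the 183 tested genes of at most 300 bp and -0.08 over the 9922 longer ones. Of the genes named, only Glotr_42001 is in that class. A class median cannot decide about a single gene, and the class was not tested on cedar. The culture time of 5 days against 3 days on glucose cannot be told apart from the carbon source in this design, since no glucose culture was harvested at 5 days. A biological response to the substrates therefore stays open and untested.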

How the results depend on the processing

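Of the tests of other groupings in this part, those of the comparisons of a single substrate with glucose were chosen only after the result was seen.

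Of all alternatives, the scaling of the cellulose libraries changed the numbers of upregulated and downregulated genes on cellulose most. With each library rescaled to the same total TPM, cellulose had 353 upregulated and 5932 downregulated genes, so that 5.62% of the genes past both thresholds were upregulated in place of 42.8%. Cedar was higher than cellulose in 4897 genes and lower in 141, which is 97.2% higher in place of 64.3%, and the genes shared by both substrates numbered 314 upregulated and 1828 downregulated. On cedar, the numbers were 1322 and 2011. The construction shows the cause. Rescaling to the same total lowers the cellulose libraries, whose sums as deposited were the largest, and it moved the median log2 fold change of all gene models from -0.09 to -1.09 on cellulose, from 0.04 to -0.12 on cedar and from 0.05 to 0.90 between cedar and cellulose. Leaving Glotr_134131 and Glotr_50888 out of the total, an alternative chosen after seeing the data, gave medians of -0.69, 0.10 and 0.72. It had 550 upregulated and 3552 downregulated genes on cellulose (13.4% upregulated), 1757 and 1582 on cedar, 3511 higher and 176 lower on cedar than on cellulose (95.2% higher), and 473 shared upregulated genes. Quantile normalization gave 726 genes higher on cedar than on cellulose, 52.6% of those past both thresholds, and the cause was not tested.

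Under the other alternatives apart from the block, and apart from leaving out 1 library, each number of genes stayed within 1.5 times its value. Without 1 library in turn, genes higher on cedar than on cellulose ran from 287 without cedar replicate 3 to 1232 without cellulose replicate 3, and lower ones from 149 to 819 without the same libraries. The other numbers stayed within 1.5 times, at 798 to 1254 upregulated and 1011 to 1499 downregulated on cellulose, 1413 to 1683 and 1519 to 1631 on cedar, and 549 to 770 and 653 to 905 for shared genes. Fits without 1 library hold fewer libraries, which lowers their power.

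Other groupings of the libraries were tried for the comparisons with glucose. For cellulose, 1 of the 10 splits of the 6 libraries gave as many upregulated genes and 1 as many downregulated genes, and for cedar likewise 1 and 1, in each case the real split. With 10 splits the share cannot go under 0.1, so these counts alone exclude nothing. For the shared genes, 100 regroupings of the 9 libraries were used, and 1 of them, the real one, gave as many upregulated genes and 1 as many downregulated genes. The highest numbers in another regrouping were 565 and 674, and 3 of the 99 others had any shared gene, so a chance arrangement of the libraries is argued against for the shared genes.

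The replicate number as a block in the fit left 1047 upregulated and 1322 downregulated genes on cellulose and 1566 and 1627 on cedar, but 285 higher and 127 lower genes between cedar and cellulose. The numbers do not pair the libraries. Across 9761 genes, the deviations of same-numbered libraries from their group means had correlations of 0.016, 0.098 and 0.126 between glucose and cellulose, 0.195, -0.038 and -0.148 between glucose and cedar, and 0.189, -0.418 and -0.263 between cellulose and cedar. The block changed the call of 6 results of single genes.

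Correlations moved with the choice of gene models, which follows from their construction, since gene models at or near 0 in all libraries rank together. Over gene models with at least 1 TPM in at least 3 of the 9 libraries, the lowest coefficient within a carbon source was 0.952, the means were 0.892 for cellulose and cedar, 0.780 for glucose and cellulose and 0.734 for glucose and cedar, and the heights were 0.108 and 0.243. Over gene models above 0 in any library, the means were 0.917, 0.832 and 0.798 and the heights 0.0831 and 0.185. Pearson's coefficient on log2(TPM + 0.5) gave 0.847 for glucose and cedar, and complete linkage, which takes the farthest pair by construction, gave heights of 0.0757 and 0.166. The lowest coefficient within a carbon source ran from 0.969 to 0.979 with 1 library left out, the latter without cellulose replicate 3. In each of these, the order of the means was the same, with cellulose and cedar highest and glucose and cedar lowest. The separation of the carbon sources ran from 0.0943 to 0.113 with 1 library left out.

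For the genes whose values are given, 164 log2 fold changes relative to glucose were followed. Of these, 98 kept their direction and their side of the thresholds under every alternative, 111 under every alternative other than leaving out 1 library, and 109 under every alternative other than the rescalings to the same total TPM. A filter of at least 1 TPM gave a value for 159 of them, since the other genes were too low to be tested. In all, 13 results changed sign under an alternative, and none of them was past both thresholds as deposited.

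On cellulose, the sign changed with the same total TPM for Glotr_61065 (-0.29), Glotr_62344 (-0.00055), Glotr_63039 (-0.16), Glotr_65654 (-0.66), Glotr_69843 (-0.18), Glotr_70090 (-0.82) and Glotr_75899 (-0.58), and with the total taken without Glotr_134131 and Glotr_50888, chosen after seeing the data, for Glotr_65654 (-0.18), Glotr_70090 (-0.41) and Glotr_75899 (-0.0943), in each case by the shift of all genes that these rescalings make. Median-of-ratios scaling changed it for Glotr_35436 (0.0015) and Glotr_117331 (0.0101), and quantile normalization for Glotr_35436 (0.29) and, on cedar, Glotr_14179 (0.17), and the cause was not tested. With 1 library left out, the values on cellulose ran from -0.0741 to 0.0488 for Glotr_35436, from -1.09 to 0.59 for Glotr_117331, from -1.12 to 0.53 for Glotr_64172, from -0.41 to 0.0834 for Glotr_66940 and from -0.78 to 0.23 for Glotr_130687, and that of Glotr_14179 on cedar from -0.43 to 0.55. The highest of these came without cellulose replicate 1 for Glotr_35436 and Glotr_64172, without cellulose replicate 2 for Glotr_117331, Glotr_66940 and Glotr_130687, and without cedar replicate 2 for Glotr_14179.

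Other results changed their side of the thresholds but not their direction. With the same total TPM, 18 fell short and 8 came past, and with the total taken without Glotr_134131 and Glotr_50888 9 and 4. With all 3 groups in 1 fit, 9 fell short and 4 came past, with quantile normalization 2 and 7, with median-of-ratios scaling 0 and 3, without a mean-variance trend 0 and 4, and at an adjusted p under 0.05 0 and 9. The smallest effects were those of the fold change taken from the fit (2 and 0), no filter (2 and 0), the filter of 1 TPM (0 and 2), and an added value of 0.1 (1 and 2) or 1 (1 and 1). Across 981 results of fits without 1 library, 80 fell short and 16 came past. The deposited values carry no read counts, so how far the depth limits genes near 0 TPM could not be measured. Genes under 1 TPM, such as Glotr_35436 on each carbon source and Glotr_62344 on glucose and cellulose, stand near the added 0.5. Their log2 fold changes are pulled toward 0 by it.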

Differences from the paper's values

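In this part, only the ranking without genes listed at 0 and the total without Glotr_134131 and Glotr_50888 were chosen after the result was seen.

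Of the gene models in S2 Table, the paper gives 11846, and 1734 were held. No alternative applies to this number, and the deposited values cover all 11846 gene models.

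For Glotr_117180, the ratio of mean TPM on cedar relative to glucose was 0.954, against the paper's 0.3 in S4 Table. None of the alternatives set before the data were examined closed the gap. The paper's mean TPM of this gene in the same table, 75.8 on glucose and 72.3 on cedar, equal those found here after rounding. Of the ratios in the paper's tables, 143 of 143 on cellulose and 142 of 144 on cedar were equal after rounding, and on cedar this was the 1 that differed by more than 1.5 times.

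Glotr_63180 was number 5 by ratio among the genes upregulated on cellulose, against the paper's 3. Of the alternatives set before the data were examined, all 3 groups in 1 fit (number 4), and leaving out cellulose replicate 1 (number 2) or cellulose replicate 2 (number 2), came within 1.5 times of it, and the others did not. Glotr_139980 was number 15 on cedar, against the paper's 9. It was number 9 with a filter of at least 1 TPM, 13 with an added value of 1, 13 with the replicate number as a block, 13 with the fold change taken from the fit, 11 without glucose replicate 1, 8 without cedar replicate 1, 7 without cedar replicate 2 and 7 without cedar replicate 3, and none of the other alternatives set before the data were examined closed this gap. With the genes listed at 0 in every glucose library left out, a ranking chosen after seeing the values, Glotr_63180 was number 3 on cellulose, and Glotr_139980 was number 10 on cedar and 20 on cellulose, where it was number 22 with them.

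Calls equalled those of the paper's tables for 143 of 144 listed genes on cellulose and 142 of 144 on cedar. The paper lists Glotr_30236 (S6 Table) as upregulated on cellulose. Here its ratio was 4.77 and its log2 fold change 1.53, with an adjusted p = 0.0101 that missed the threshold, and over its alternatives the adjusted p ran from 0.00335 to 0.0752. It passed with an added value of 0.1, median-of-ratios scaling, quantile normalization, all 3 groups in 1 fit, the replicate number as a block, an adjusted p under 0.05, and without cellulose replicate 1 (1.84) or cellulose replicate 3 (1.15). The paper lists Glotr_45607 (S7A Table) as upregulated on cedar. Its ratio was 20.7 and its log2 fold change 1.35 (adjusted p = 0.0102, over its alternatives 0.000250 to 0.0363), and it passed with an added value of 0.1, rescaling to the same total TPM, median-of-ratios scaling, quantile normalization, no mean-variance trend, an adjusted p under 0.05, without cedar replicate 2 (1.75), and with the total taken without Glotr_134131 and Glotr_50888, the last chosen after seeing the values. On cedar, Glotr_46670 (S7A Table), which the paper does not list as upregulated there, was below the filter and not tested, and without a filter it was not upregulated either.

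Of the 20 genes that the paper gives as the most upregulated on cellulose (S7A Table), 18 were among the first 20 by ratio here. Glotr_139980 and Glotr_141454 were not, and Glotr_39005 and Glotr_51511 were. On cedar (S7B Table) it was 14 of 20, without Glotr_122499, Glotr_131603, Glotr_137467, Glotr_141070, Glotr_40998 and Glotr_80788. All genes of S7A Table were upregulated here on cellulose and all of S7B Table on cedar.

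The text and Table 1 of the paper differ on GH3 genes. The text has more GH3 genes upregulated on both substrates and more on cellulose alone, and fewer on cedar alone, than were found here, where 4 were upregulated on both, 1 on cellulose alone and 2 on cedar alone, as in Table 1. The text names Glotr_130687 as a GLP gene upregulated on cellulose and cedar. Its log2 fold change was -0.29 (adjusted p = 0.640) on cellulose and -2.11 (adjusted p = 0.0323) on cedar, and it was upregulated under no alternative, while Glotr_132851, which Table 2 lists, had 5.69 (adjusted p = 0.00107) and 2.53 (adjusted p = 0.000333).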

Other observations

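The tests of the short gene models in this part, and those of the scaling and the depth of cedar replicate 2, were chosen only after the result was seen.

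Glotr_134131 (274 bp) and Glotr_50888 (200 bp), chosen after their values were seen, lie at the start of one scaffold and had the highest mean TPM of all gene models. Glotr_134131 had 116492 ± 32924 (SD, n = 3) on glucose, 475851 ± 87116 on cellulose and 191205 ± 38414 on cedar, and Glotr_50888 had 72348 ± 20818, 289162 ± 67410 and 119431 ± 26105. Together they held 25.5% of the summed TPM on glucose, 46.4% on cellulose and 36.9% on cedar. Without them the sums had means of 545649, 877258 and 525043 TPM. Their log2 fold changes on cellulose, 2.06 (adjusted p = 0.206) and 2.01 (adjusted p = 0.144), did not pass the threshold, and they did without a mean-variance trend (adjusted p = 0.000993 and 0.00152). Over all alternatives the adjusted p ran from 0.000993 to 1.00 and from 0.00152 to 1.00, and with quantile normalization both values were 0.

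Whether the length correction raises the values of these 2 short models stays open. Genes of at most 300 bp had a median of the mean TPM of 0.841 (95% interval 0.325 to 2.16), against 10.5 for longer ones. The typical short gene was thus not high, but a class median cannot decide about single abundant genes. The share of genes above 1000 TPM was larger among the short genes than among the longer ones. Sleuth's scaling multiplies all genes of a library alike and leaves their shares as they are, and the lowest share in a cellulose library, 37.4%, was above the highest in a glucose library, 30.2%. The log2 ratio of the 2 models had an SD of 0.0564 over the 9 libraries, while the pairs of the 200 next most abundant genes had a median SD of 1.75, and 0 of 19900 pairs had one as low. That would be consistent with 1 transcribed unit reported by both models. RNA from outside the reference, such as ribosomal RNA of which these models match a part, stays open. Its prediction, fewer pseudoaligned reads where the share is larger, is met by the order of the group means, which were 25.5%, 36.9% and 46.4% for the share and 74.9%, 70.1% and 63.6% for the reads pseudoaligned on glucose, cedar and cellulose, but these groups also differ in carbon source. Within groups the test had a Pearson r of -0.211 (exact permutation test over 216 permutations, one-sided, p = 0.296, adjusted over the 2 relations computed p = 0.458, n = 9 libraries). Spearman's coefficient was -0.0833 (p = 0.458), and without the 2 libraries farthest from the median Pearson's was -0.479. The samples are too few to decide, and the share and RNA from outside the reference cannot be told apart from a change in transcription. Nor can the culture time, 5 days on cellulose against 3 on glucose, be told apart from the carbon source.

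In cedar replicate 2, all 15 genes of Table 1 upregulated on both substrates were below the mean of the other two cedar libraries on the log2 scale, with a median log2 deviation of -1.38, and all but Glotr_141438 were below each of them. A smaller response of that culture as a whole would raise the genes downregulated on cedar, but their median deviation was -0.10, close to the -0.11 of the upregulated ones. The scaling of the library is argued against as the whole cause for the 15 genes as a set, since a factor moves all genes of a library alike. Set against the median of all genes of replicate 2, the 15 genes had a median of -1.34, from -3.43 to -0.0162. With the same total TPM for each library this median was -1.32, and the highest was 0.0115. Of all genes, 1.27% as deposited and 1.38% with the same total TPM were as low as the median of the 15. With that total, 13 of the 15 were still below the mean of the other two libraries, with a median of -1.04. For single genes among the 15 the scaling stays open. A lower depth is argued against, since replicate 2 ranks 2 among the 3 cedar libraries by pseudoaligned reads, counted from the fewest. The low values were not limited to this culture. In cellulose replicate 3, all of the 15 genes but Glotr_141438 and Glotr_54367 were below each of the other cellulose libraries. Glotr_63180 had 3057 TPM there, against 8657 and 13123 in cellulose replicates 1 and 2. No biological explanation was tested.

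Cellulose replicate 3 and cedar replicate 2 deviated from the means of their groups in the same direction, with a correlation of 0.399 across 9761 genes, where the highest of the other 8 pairs of a cellulose and a cedar library had 0.341. The deviations within a group sum to 0, so these correlations are not independent. It was 0.368 in the 3970 genes past both thresholds in a comparison with glucose and 0.433 in the 5791 genes past them in none, which argues against a shift of the responding genes alone. Spearman's coefficient of 0.390 argues against a small number of genes with large deviations. No batch is given that would join these cultures, and no biological explanation was tested.

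Neighbouring genes changed together. The Spearman correlation of the log2 fold changes of neighbours was 0.142 on cellulose (9438 pairs) and 0.129 on cedar (9527 pairs), and the highest in 1000 shuffled gene orders over these tests was 0.0586 (permutation p = 0.001, the smallest that 1000 shuffles can give), which argues against chance order. For neighbours at least 1000 bp apart it was 0.152 (3243 pairs) and 0.109 (3288 pairs), which argues against reads shared by overlapping or abutting gene models. A regulation shared by neighbouring genes may remain as a hypothesis.

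It was also tested whether the upregulated terpene synthase genes lie near P450 genes. Within 10 genes of Glotr_116237, Glotr_131990, Glotr_79917 and Glotr_103889, there were 0 P450 genes of S6 Table, against a mean of 0.236 over 10000 random sets of genes (permutation p = 1, one-sided). With so low a number expected, and other P450 genes not analysed here, gene clusters of terpene synthases and P450s cannot be told apart from their absence.

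Other abundant genes that the paper does not discuss were chosen after their values were seen. Glotr_19724, which S2 Table names a hydrophobin, had a mean TPM of 19059 ± 2599 (SD, n = 3) on glucose, 2792 ± 1069 on cellulose and 376 ± 61.2 on cedar, with log2 fold changes of -2.83 (adjusted p = 0.00151) and -5.66 (adjusted p = 2.15e-06). Glotr_126546 had 16756 ± 3082, 11908 ± 7887 and 321 ± 43.2 TPM, with -0.72 (adjusted p = 0.368), which did not pass, on cellulose and -5.69 (adjusted p = 2.19e-06) on cedar. With quantile normalization its value on cellulose was -2.09 and passed, and over its alternatives the adjusted p there ran from 0.00630 to 0.787. Glotr_108693 rose from 13282 ± 2038 TPM on glucose to 42579 ± 10470 on cellulose, with 1.66 (adjusted p = 0.0366), which did not pass. It passed with a filter of at least 1 TPM, without a mean-variance trend and at an adjusted p under 0.05, and its adjusted p ran over all alternatives from 0.00144 to 0.404.

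Over the 85 genes listed in Tables 1 to 3 and S3 to S5, with p adjusted over the list alone, 38 were upregulated and 10 downregulated on cellulose, and 40 and 12 on cedar. With p adjusted over all gene models, it was 38 and 7 on cellulose and 39 and 12 on cedar. The study chose the list on these libraries, so the former is not independent evidence.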
